# Tau mediates the reshaping of the transcriptional landscape toward intermediate Alzheimer’s disease stages

**DOI:** 10.3389/fcell.2024.1459573

**Published:** 2025-01-03

**Authors:** Giacomo Siano, Martina Varisco, Marco Terrigno, Congwei Wang, Arianna Scarlatti, Vincenzo Iannone, Marco Groth, Marie-Christine Galas, Jeroen J. M. Hoozemans, Alessandro Cellerino, Antonino Cattaneo, Cristina Di Primio

**Keywords:** tau, Alzheimer’s disease, gene expression, chromatin remodeling, epigenetic markers, AD cellular model

## Abstract

**Introduction:**

Recent research revealed that Tau plays critical roles in various neuronal functions. We previously demonstrated that destabilization and nuclear delocalization of Tau alter the expression of glutamatergic genes, mediating early neuronal damage.

**Methods:**

In this study, we discovered that changes in Tau availability are linked to global alterations in gene expression that affect multiple neuronal pathways. Comparison with the human temporal region showed that the Tau-dependent modulation of gene expression closely resembles the intermediate stages of Alzheimer’s disease (AD) that precede the definitive pathological condition.

**Results:**

Furthermore, we identified the chromatin remodeling pathway as being significantly affected by Tau in both our cellular model and AD brains, with reductions in heterochromatin markers. Our findings indicate that Tau is able to globally affect the neuronal transcriptome and that its subcellular unbalance changes gene expression in the intermediate stages of AD development. In addition, we found that the chromatin architecture is affected by Tau during the progression of AD.

**Discussion:**

These results provide new insights into the molecular mechanisms underlying early stages of AD development and highlight the central role of Tau and the contribution of nuclear Tau in this process.

## 1 Introduction

The microtubule-associated protein Tau is a key factor in the maintenance of neuronal homeostasis and cytoskeletal stability (Guo et al., 2017). During the early stages of tauopathies, Tau exhibits specific characteristics: its expression levels increase, its soluble fraction expands, and it progressively forms oligomers and aggregates that result in neuronal damage and cell death (Kurbatskaya et al., 2016; Wang and Mandelkow, 2016; Han et al., 2017). While aggregates have traditionally been considered the primary cause of neurodegeneration; recent discoveries regarding Tau nuclear functions suggest a broader and more intricate role in neuronal homeostasis changes (Sotiropoulos et al., 2017; Siano et al., 2021). Previous observations hint that Tau has a connection with transcription regulation (Mansuroglu et al., 2016; Rousseaux et al., 2016; Benhelli-Mokrani et al., 2018; Guo et al., 2018; Sun et al., 2018; Rico et al., 2021). Recent studies reported that the progression of AD in the prefrontal cortex is the result of a multi-scale disruption of genome organization. This evidence indicates that the chromatin landscapes are dynamically altered, causing the deregulation of transcriptomic pathways, resulting in cell-type specific dysfunction. (Dileep et al., 2023; Gazestani et al., 2023; Xiong et al., 2023). A connection between Tau and chromatin structure has been previously described since Tau directly interacts with TRIM28, a key protein involved in histone modifications. Indeed, we recently demonstrated that Tau causes the delocalization of the chromatin remodeler HDAC1, an event associated with the reduction of heterochromatin (Lagger et al., 2002; Siano et al., 2023), suggesting a possible mechanism mediating the Tau-dependent epigenetic and transcriptional alteration. Notably, Tau interacts with chromatin, playing a crucial role in genomic stability by safeguarding DNA from damage and maintaining nucleolar organization under stress conditions (Sjöberg et al., 2006; Rossi et al., 2008; Violet et al., 2014; Mansuroglu et al., 2016; Maina et al., 2018; Colnaghi et al., 2020). Additionally, Tau is implicated in transposon activation, a process closely linked to Alzheimer’s disease (AD) (Guo et al., 2018; Sun et al., 2018). Our recent study revealed that nuclear Tau alters the expression of glutamatergic genes, resulting in toxic hyperexcitability during the early stages of AD. Intriguingly, aggregation of Tau prevents this mechanism, reducing glutamatergic deregulation (Siano et al., 2020b).

In this study, we demonstrate that Tau’s influence on the neuronal transcriptome includes reshaping the chromatin landscape during the early and intermediate stages of AD. Specifically, we show that Tau leads to widespread epigenetic alterations, including a progressive Tau-dependent loss of heterochromatin markers, both in a neuroblastoma SH-SY5Y cell line model and in human AD brain tissues. These findings indicate that Tau plays a pivotal role in the early transcriptional dysregulation seen in AD and reveal a previously underappreciated mechanism whereby Tau contributes to disease pathology through its impact on chromatin remodeling. This novel insight into Tau’s nuclear function adds a critical dimension to our understanding of AD progression, suggesting that Tau’s role in reshaping the transcriptional landscape may be a key driver of early AD pathology.

By employing a high-resolution transcriptomic approach, our findings highlight that the transcriptional changes mediated by Tau closely align with intermediate AD stages, suggesting that Tau-driven chromatin remodeling could be a major factor in the onset and exacerbation of AD. This study thus reveals a new and crucial function for Tau in the progression of AD, offering potential new avenues for therapeutic intervention.

## 2 Materials and methods

### 2.1 Cell culture, transfection and differentiation

SH-SY5Y neuroblastoma cells were maintained in DMEM/F12 (Gibco) supplemented with foetal bovine serum (FBS) and penicillin/streptomycin. For the transcriptomic experiments, 2 × 10^5^ cells were plated in p30 wells and transfected the day after seeding with Lipofectamine 2,000 according to the manufacturer’s instructions. The day after transfection, cells were differentiated by 10 µM retinoic acid (Sigma‒Aldrich) for 5 days, followed by 50 ng/mL BDNF (Alomone Labs) for 15 days in serum-free DMEM/F12 medium. After differentiation, cells were collected for Western blotting and RNA extraction. For Tau overexpression, the cDNA encoding Tau isoform D (383 aa) was cloned into the BglII site of pcDNA3.1, and an empty pcDNA3.1 vector was used as a control as previously described (Siano et al., 2019b).

### 2.2 Post-mortem brain samples

Fresh-frozen human post-mortem brain samples were collected at the pathology departments of VUmc (Amsterdam, Netherlands), with approval granted by VUmc for their use in this study. All samples were treated with informed consent and ethical considerations; that is, tissue was collected post-mortem from donors from whom full consent had been obtained during life to conduct a brain autopsy for research purposes and all methods were carried out in accordance with relevant guidelines and regulations. Tissues from both male and female donors were used in this study. There was no influence or association of sex on the findings reported.

### 2.3 Western blot analysis

For Western blot (WB) analysis, experiments were performed as previously described (Siano et al., 2020a). In brief, total protein extracts were prepared in lysis buffer supplemented with protease and phosphatase inhibitors (Roche). Proteins were quantified by bicinchoninic acid (BCA) assay (Thermo Fisher Scientific). Twenty micrograms of total proteins were loaded for each sample. The proteins were separated by SDS–PAGE and electroblotted onto Hybond-C-Extra (Amersham Biosciences) nitrocellulose membranes. The membranes were blocked with 5% skimmed milk powder in TBS and 0.1% Tween 20. The antibodies for WB were as follows: mouse anti-Tau (Tau13) 1:1,000 (Santa Cruz Biotechnology), rabbit anti-HP1α 1:500 (Abcam), rabbit anti-H3K9me3 1:500 (Abcam), rabbit anti-eIF1α 1:1,000 (Cell Signaling), rabbit anti phospho-eIF1α 1:1,000 (Cell Signaling), mouse anti-GAPDH 1:10,000 (Santa Cruz Biotechnology), HRP-conjugated anti-mouse 1:1,000 (Santa Cruz Biotechnology), and HRP-conjugated anti-rabbit 1:1,000 (Santa Cruz Biotechnology). Western blot quantification was performed using ImageJ software.

### 2.4 Immunofluorescence

For Immunofluorescence (IF) experiments *in vitro*, cells were fixed with ice-cold 100% methanol for 5 min. The cells were permeabilized (PBS, 0.1% Triton X-100), blocked (1% wt/vol BSA) and incubated with primary and secondary antibodies. The slides were mounted with VECTASHIELD mounting medium (Vector Laboratories). The antibodies for IF were as follows: mouse anti-Tau (Tau13) 1:500 (Santa Cruz Biotechnology), rabbit anti-HP1α 1:250 (Abcam), rabbit anti-H3K9me3 1:500 (Abcam), mouse anti-Tau AT8 1:250 (Invitrogen), anti-NeuN (Boster Biological Technology) 1: 300, anti-mouse Alexa Fluor 633, and anti-rabbit Alexa Fluor 488 (Life Technologies). Nuclear staining was performed by incubation for 15 min with DAPI. Images were acquired on a Zeiss Laser Scanning (LSM) 880 confocal microscope (Carl Zeiss, Jena, Germany) supplied with GaAsP (gallium:arsenide:phosphide) detectors. The samples were viewed with a 63X Apochromat oil immersion (1.4 NA) DIC objective. Whole-cell images were acquired with a z-stack series with 0.5 µm intervals and summed with the z-projection tool from Fiji. Chromatin marker fluorescence was analysed by Fiji software.

Freshly frozen brain tissue was sectioned at 10 μm using a cryostat (Thermo Fisher Scientific). The brain slices were fixed in ice-cold acetone for 5 min before being rinsed twice with PBS and twice with PBS-T and blocked in animal-free blocker for 30 min. The tissue sections were treated for 1 h at room temperature with primary antibodies diluted in blocking solution, rinsed three times with PBS-T, and then incubated with secondary antibodies for 1 h at room temperature. Following a PBS-T wash, the slices were incubated with PureBlu DAPI (Bio-Rad, Cat# 1351303) for 3 min before being mounted with ProLong Gold antifade mounting media (Thermo Fisher Scientific, Cat# P36934). Images were scanned using an Olympus SLIDEVIEW VS200 slide scanner.

ImageJ software was used to analyse immunofluorescence images. Image5D tool followed by Z Projection was employed for z-stack images. For HP1α and H3k9me3 fluorescence quantification, ROI of cellular nuclei has been drawn by ImageJ and mean fluorescence quantified in Tau positive cells or in Ctrl cells and corrected for the total fluorescence intensity. In AD brains, H3K9me3 fluorescence was measured in NeuN and AT8 positive cells after background subtraction and corrected for the total fluorescence intensity. In control BS1 and BS2 samples, AT8 signal was undetectable or very low. In AD samples from BS3 to BS6 we detected a significant and increasing AT8 signal. H3K9me3 fluorescence in NeuN/AT8-positive cells was compared to NeuN-positive cells in BS1/2 samples. An average of 55 cells were analysed for each brain sample. For imaging analysis, images have not been manipulated. For representative images in the text, Brightness and Contrast plugin was used homogeneously for the different experimental groups to clarify measured differences.

### 2.5 Statistical analysis

For WB and IF analyses, the non-parametric Kruskal–Wallis test was used. All results are shown as the mean ± standard error of the mean (SEM). For WB experiments, N ≥ 3 independent biological experiments were performed. For IF experiments on neuroblastoma cells: N ≥ 30; each biological replicate corresponded to one cell. For human brain sample analyses, N ≥ 4. Significance is indicated as * for *p* < 0.05, ** for *p* < 0.01, *** for *p* < 0.001 and **** for *p* < 0.0001.

### 2.6 RNA extraction and RNA-seq

Two experimental groups were compared: the control and Tau^WT^ overexpression groups. RNA was extracted with a NucleoSpin (Macherey-Nagel) RNA extraction kit according to the manufacturer’s instructions. Sequencing of RNA samples was performed using Illumina’s next-generation sequencing methodology (Bentley et al., 2008). In detail, total RNA was quantified and quality checked using Bioanalyzer 2,100 instrument in combination with RNA 6000 nano kit (both Agilent Technologies). Libraries were prepared from 800 ng of input material (total RNA) using NEBNext Ultra II Directional RNA Library Preparation Kit in combination with NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Multiplex Oligos for Illumina (Index Primers Set 1/2/3/4) following the manufacturer’s instructions (New England Biolabs). Quantification and quality check of libraries was done using an Bioanalyzer 2,100 instrument and DNA 7500 kit (Agilent Technologies). Libraries were pooled and sequenced in two lanes on a HiSeq 2,500. System runs in 51 cycle/single-end/high-throughput (SBS reagent v3) mode. Sequence information was converted to FASTQ format using bcl2fastq v1.8.4.

### 2.7 RNA sequencing data analysis

The reads were mapped onto the genome (Ensembl: GRCh38.92 (Zerbino et al., 2018)) with Tophat v2.1 (Langmead et al., 2009; Kim et al., 2013) using parameter--no-convert-bam--no-coverage-search -x 1 -g 1: on average, 80% of all reads were mapped univocally. The reads per gene were counted using featureCounts v1.5.0 (Liao et al., 2019). Read counts were introduced in the statistical environment R (v.3.4.1) for further processing. Read counts were normalized for reads per sample (RPM) and transcript length (RPKM) (Mortazavi et al., 2008). DEGs were defined by an FDR cut-off of <0.1 in the statistical tests of all 3 R packages, edgeR (Robinson et al., 2010), DESeq (Anders and Huber, 2010) and baySeq (Hardcastle and Kelly, 2010), and by an absolute log2FC > 0.5. The 300 most variant genes were selected for the PCA plot with the prcomp function in the R ‘stats’ package (R v4.1.3) after variance stabilization in DESeq2 v1.34.0 (Anders and Huber, 2010). The EnhancedVolcano package v1.12.0 was used for the volcano plot (Blighe et al., 2018). The dataset is available upon request (dataset reference number GSE239956).

GO analysis of the DEGs was performed by ORA with the GO Biological Process annotations from the GO. db package v3.14.0 (Carlson, 2019). ORA was performed by a right-sided hypergeometric test, and terms with BH-adjusted *p* values <0.05 were considered significant. WebGestalt was used to summarize GO entries with the affinity propagation method (Wang and Reddy, 2017). For KEGG pathway enrichment, pathways were retrieved using the KEGGREST package v1.34.0 (Tenebaum and Maintainer, 2023), and the Wilcoxon test was performed for each pathway on the merged set of up- and downregulated DEGs. Pathways with a P value <0.05 and number of genes >10 are reported in the table.

GSEA was performed on all the genes ranked by log2FC using the fgsea R package v1.31.0 (Korotkevich et al., 2023) on the msigdbr GO Biological Process database v7.5.1 (Dolgalev, 2022), with parameters minSize = 15 and maxSize = 500. The top 10 upregulated and top 10 downregulated pathways were displayed with the plotGseaTable function in fgsea (Korotkevich et al., 2023).

### 2.8 Gene expression comparison with the human dataset

For transcriptome meta-analysis, public transcriptomic datasets were sourced from the GEO platform hosted on NCBI (https://www.ncbi.nlm.nih.gov/geo/). The GSE84422 dataset (Wang et al., 2016), which includes data from 1,053 *postmortem* brain samples across 19 brain regions from a total of 125 patients dying at different AD stages, with 50–60 subjects per brain region, was used. The patients were clustered by AD severity into four groups, the normal (n = 110), posAD (n = 110), proAD (n = 83) and defAD (n = 163) groups, according to their clinical dementia rating (CDR), Braak NFT score, sum of NFT density across different brain regions, average neuritic plaque density and average Consortium to Establish a Registry for Alzheimer’s Disease (CERAD) score. The R packages GEOquery (Davis and Meltzer, 2007), Rcpp v1.0.12 (Eddelbuettel and François, 2011) and tidyselect v1.2.1 were used to import datasets and create subsets by diagnosis and sample type or brain region. To compare different platforms, platform-specific IDs were converted into Entrez Gene IDs using the corresponding R annotation databases from Bioconductor, available via bioMart v3.8 (Durinck et al., 2009). Multiple platform IDs matching the same gene were summarized in a single entry with gene expression as the mean of probe expression. Probes mapping on the same gene with a discordant logFC were excluded from the analysis to preserve more reliable data. Differential expression analysis of microarray data was performed with the R package limma v3.8 (Ritchie et al., 2015). An FDR-adjusted *p* value <0.1 was set as the cut-off for differential expression.

GO terms associated with genes were retrieved using the GO Biological Process annotations from the GO. db package v3.14.0 (Carlson, 2019). The direction and magnitude of the logFC of genes in selected transcription- and chromatin-related GO pathways were compared between SH-SY5Y and patients in dataset GSE84422 by Pearson correlation. All DEGs in the SH-SY5Y transcriptome were included in the analysis.

To assess the closest AD stage to the SH-SY5Y cell model, the logFC of each of the SH-SY5Y DEGs was compared to data of patients from GSE84422 at different AD stages and visualized with the ComplexHeatmap R package v 2.10.0 (Gu et al., 2016). The global logFC correlation of SH-SY5Y DEGs with AD stages was displayed by sample-wise correlation heatmap with ComplexHeatmap (Gu et al., 2016).

### 2.9 GO on common genes between tau-overexpressing SH-SY5y and hippocampus proAD transcriptome

GO was performed on genes differentially expressed in our transcriptomic data in Tau-overexpressing SH-SH5y (absolute log FC > 0.5 and FDR-adjusted *p* value <0.1) and with a log FC in the same direction in the hippocampus of proAD brains from GSE84422 (absolute log FC > 0.1). Upregulated and downregulated genes were analyzed separately for overrepresentation of Biological Process terms from the R package GO. db v3.14.0, using the hypergeometric test implemented in the hyperGTest function from the GOstats R package v2.60.0. Pathways with *p*-value <0.05 were deemed statistically significant. The enrichment and log10-transformed *p*-value of the significantly overrepresented pathways related to nuclear terms (transcription, chromatin, chromosome, histone, DNA) were displayed with ggplot2.

### 2.10 Overlap DEGs from the transcriptome of tau-overexpressing SH-SY5y with changes in chromatin marks in AD brains

Up-, downregulated and non-significant genes from transcriptomic data in Tau-overexpressing SH-SY5y cells were compared to the genes with changes in histone acetylation on H3K27, H3K9 and H3K122 in AD brains from published datasets: 1. Marzi et al., GEO accession number GSE102538 (H3K27ac) (Marzi et al., 2018); 2. Patel et al., accession numbers in supplementary tables (H3K27ac) (Patel et al., 2023);, 3. Nativio et al., GEO accession number GSE153875, GSE130746 (H3K27ac, H3K9ac, H3K122ac) (Nativio et al., 2020); 4. Klein et al., accession numbers in supplementary tables (H3K9ac) (Klein et al., 2019).

Significant overlaps were calculated by hypergeometric test for overrepresentation with the phyper R base function, with BH-adjusted *p*-value <0.05 as the significance threshold. The log10-transformed adjusted *p*-value of significant overlaps and their enrichment in the up- or downregulated set from our transcriptome with respect to the genome-wide baseline were displayed with ggplot2.

The number of downregulated and upregulated differential genes in our dataset that overlap with changes in acetylation in any dataset was displayed in an upset plot using the ComplexUpset R package v1.3.3. The ‘down’ category includes genes with significantly reduced acetylation in all the datasets reporting a change in gene acetylation, and the ‘up’ category includes genes with consistently increased acetylation. The ‘any’ set includes genes with discordant acetylation changes across datasets.

## 3 Results

### 3.1 Tau alters global gene expression in neuronal cellular model

During the progression of Alzheimer’s disease, the amounts of total and soluble Tau protein progressively increase even before significant hyperphosphorylation or aggregation, suggesting an early imbalance of Tau cellular levels (Kurbatskaya et al., 2016; Han et al., 2017). We previously observed that the increase in soluble Tau leads to its accumulation in the nucleus, which alters the expression of disease-related genes in the early stages (Siano et al., 2019a; Siano et al., 2019b; Siano et al., 2020b). Based on this evidence, we investigated whether Tau could directly modulate nuclear pathways, with a particular focus on the early stages.

We overexpressed Tau 0N4R, one of the most abundant Tau isoforms in the adult human brain, in differentiated neuroblastoma cells, a cellular model commonly used to study molecular mechanisms in tauopathies (Bell and Zempel, 2022; Siano et al., 2023). 

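MAPT, the gene that encodes Tau, was not higher in the RNA-seq libraries labelled Tau than in the libraries labelled control. Its level in CPM after TMM scaling was 42.8 ± 8.62 (mean ± SD, n = 3) in control and 33.9 ± 1.18 (mean ± SD, n = 3) in Tau. The single libraries held 34.8, 51.9 and 41.6 CPM in control and 34.6, 32.6 and 34.6 CPM in Tau, so every Tau library lay below every control library. The log2 fold change of Tau over control was -0.33 (SE 0.18, 95% confidence interval -0.73 to 0.06, adjusted p = 0.239 in edgeR's quasi-likelihood test). With the GC trend removed within each library, an alternative chosen after seeing the data, MAPT passed the thresholds as lower (log2 fold change -0.55, adjusted p = 0.0985 in edgeR, against 0.0985 to 0.619 over its 17 alternatives). The gene lies on chromosome 17 of GRCh38 at 45894527 to 46028334 on the plus strand; whether reads from the transfected coding sequence were counted for it was not tested. All directions that follow are therefore those of the library labels. The immunoblots and the qPCR of the study were not analysed here.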

The global transcript expression was quantified by RNA sequencing (RNA-seq) (dataset reference number GSE239956). 

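Total RNA of SH-SY5Y cells, a human neuroblastoma line, gave 3 libraries labelled control (empty vector) and 3 labelled Tau (a plasmid with the coding sequence of the 383-residue isoform). The cells had been transfected and then treated with 10 µM retinoic acid for 5 days and 50 ng/mL BDNF for 15 days. By the paper's methods, 800 ng of RNA went through poly(A) selection and a NEBNext Ultra II Directional kit, while the sample labels name a TruSeq stranded mRNA kit. The authors aligned 51-cycle reads to GRCh38 with TopHat2 2.1.0, kept 1 alignment per read and counted reads per gene with featureCounts 1.5.0. The strand setting of that count is not stated, so an antisense gene and its partner can share reads. The libraries held 31706415, 31704850 and 28212396 reads in genes for control and 27945481, 31018145 and 31687213 for Tau. Here the deposited counts were scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood), which kept 16778 of 58395 genes. A gene is called at a false discovery rate under 0.1 and an absolute log2 fold change over 0.5, the thresholds of the paper, which asked that edgeR, DESeq and baySeq all call it. Of 54 gene lists, 50 with at least 5 tested members were tested with camera (limma) at a preset correlation between genes of 0.01 and called at an adjusted p under 0.05. Among the alternatives, fry (limma) tests a list against no change, while camera and fgsea compare it with the other genes, and the ranges of adjusted p over alternatives hold all 3. The lists, the thresholds, the alternatives and the rule for which genes are named were set before the deposited data were examined, apart from the alternatives marked as chosen after seeing the data. The paper's figures and the membership of its supplementary tables, some of which describe these samples, had been seen when that rule was written. Lists on themes of the paper may therefore not be blind to its results. Tested on simulated data of the same depth without a GC trend, edgeR called 54% of genes changed by a log2 of 1 and 95% of those changed by 2, with 19 false calls. With a GC trend simulated in 1 group (Spearman 0.54 between fold change and GC content), edgeR made 107 false calls, and 23 once that trend was removed. Replicates differed by more than counting noise (chi-square per degree of freedom 15.9 to 190.9 between pairs). This measure compares raw counts of all tested genes at equal library totals, so differences in the mitochondrial share between replicates enter it. No source says that replicates come from separate cultures, so every p here measures only the spread between these 6 libraries. Libraries named after the word without were left out 1 at a time.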

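Mitochondrially encoded genes took 45.6, 30.5 and 45.6% of the counts in the control libraries and 45.8, 57.8 and 53.8% in the libraries labelled Tau (mean 40.6 ± 8.74 against 52.5 ± 6.11, SD, n = 3 each). An exact permutation test of these shares gave a two-sided p = 0.1, the smallest that 3 against 3 libraries allow. Gene levels relative to the mean of the 6 libraries also followed GC content to a different degree in each library. The Spearman correlations were -0.52, -0.37 and 0.12 in control and 0.43, 0.26 and 0.32 in Tau (exact permutation p = 0.1). Values relative to a shared mean depend on each other across libraries, and their sign says nothing of how absolute levels follow GC. Across genes, which are not independent replicates, the log2 fold change correlated with GC content at 0.47 (Spearman) and with gene length at 0.012. Among 2880 tested genes under 40% GC, 60 were higher and 704 lower in Tau, and among 2327 genes over 60% GC, 525 were higher and 32 lower. These counts come from the fit with all 6 libraries. A fit that removes the GC trend within each library was added after seeing the data and leaves a correlation of 0.013.

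**Figure D1:**
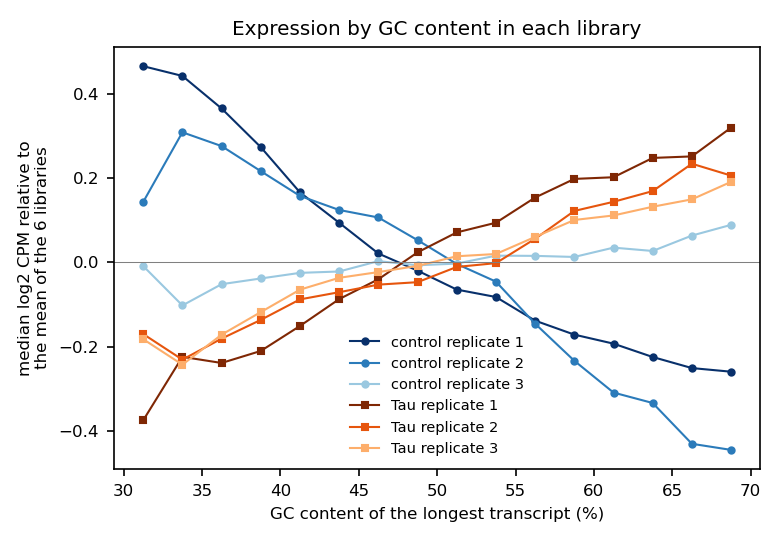
Median log2 CPM of tested genes in each library, relative to the mean of the 6 libraries (y axis, log2), against GC content of the gene (x axis, %). These relative levels fall with GC in control replicates 1 and 2 (Spearman -0.52 and -0.37), change little in control replicate 3 (0.12) and rise in the 3 libraries labelled Tau (0.43, 0.26 and 0.32).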

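The 3 control libraries and the 3 libraries labelled Tau separated along the first principal component of the 300 genes with the largest variance after variance stabilization in DESeq2. Control replicates 1, 2 and 3 had scores of -12.7, -19.9 and -2.72 (mean -11.8 ± 8.62, SD, n = 3), and Tau replicates 1, 2 and 3 had 9.05, 14.7 and 11.6 (mean 11.8 ± 2.82, SD, n = 3). Control replicate 3 lay nearest to the Tau libraries. This component held 83.1% of the variance of those genes, and the next held 9.83%. On the scores, an exact permutation test gave p = 0.1 for the first component and p = 0.4 for the next, along which the groups overlapped. With 3 libraries per group, no exact p can fall below 0.1. The component separates the libraries as labelled, and MAPT was not higher on its Tau side.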

Principal component analysis (PCA) confirmed that the increased expression of Tau is the main factor contributing to variation in the global transcriptome profile (Figure 1A). RNA-seq data analysis revealed 3,235 differentially expressed genes (DEGs) between Tau-overexpressing and control cells (Figure 1B). 

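TXNIP, which encodes a thioredoxin inhibitor induced by glucose, and its relative ARRDC4 were higher in the libraries labelled Tau (log2 fold change 3.87, SE 0.30, adjusted p = 0.000343, and 2.02, SE 0.23, adjusted p = 0.00301, edgeR, n = 3 per group). NALT1, a noncoding RNA beside NOTCH1, went from 0.483 ± 0.346 to 6.58 ± 1.09 CPM (mean ± SD, n = 3 per group, log2 fold change 3.82, SE 0.42, adjusted p = 0.00263, edgeR). ABI3BP, a matrix protein, went from 0.635 ± 0.297 to 6.72 ± 1.03 CPM (3.44, SE 0.35, adjusted p = 0.00261) and LAYN, a hyaluronan receptor, from 0.820 ± 0.0967 to 6.88 ± 3.68 CPM (3.06, SE 0.37, adjusted p = 0.00321) in the same edgeR test. The phosphatase INPP5D (3.00, SE 0.36, adjusted p = 0.00321), PIWIL2 (2.61, SE 0.30, adjusted p = 0.00321), GRIP2 (2.55, SE 0.39, adjusted p = 0.00758), OLFML1 (2.44, SE 0.38, adjusted p = 0.00761) and the sodium pump subunit ATP1B2 (2.36, SE 0.31, adjusted p = 0.00443) were also higher by edgeR. SLC7A11, the cystine importer that feeds glutathione synthesis, was lower, from 7.43 ± 3.59 to 1.5 ± 0.194 CPM (log2 fold change -2.31, SE 0.34, adjusted p = 0.00674, edgeR, n = 3 per group). The receptors PTGFR (-1.85, SE 0.23, adjusted p = 0.00321) and HTR1E (-1.77, SE 0.25, adjusted p = 0.00622) and the adhesion proteins LRRN3 (-1.92, SE 0.32, adjusted p = 0.00892), THSD7A (-1.81, SE 0.31, adjusted p = 0.00920) and CNTN4 (-1.73, SE 0.29, adjusted p = 0.00892) were lower in the same edgeR test. Of the genes that meet the naming rule, which asks for at least 5 CPM in the higher group, the 12 largest decreases also include NECAB1 and MTHFD2 and the endoplasmic reticulum genes DNAJB9, HERPUD1, HSPA5 and CRELD2. TRIM7, IL32 and TMEM178A complete the 12 largest increases under that rule (log2 fold change 2.47, 2.36 and 2.35). Their calls and that of NECAB1 (-1.92) end in edgeR without control replicate 1 (IL32, TRIM7, TMEM178A and NECAB1, adjusted p = 0.108, 0.118, 0.118 and 0.118), with a range of 7.36e-20 to 0.118 over the 17 alternatives.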

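By edgeR, 2985 of 16778 tested genes were called between the libraries labelled Tau and control, 1572 higher and 1413 lower. DESeq2 called 3221 genes, 2881 genes were called by both tools, and 4877 had an unadjusted p under 0.05 in edgeR. Without control replicate 1 edgeR called 179 genes higher and 71 lower, with 3506 at an unadjusted p under 0.05, and the medians of ER chaperones and collagens were -1.15 and 1.00 there. Without control replicate 2 the counts were 939 and 801, and without control replicate 3 they rose to 2603 and 2541. Leaving out Tau replicate 1 gave 732 lower, Tau replicate 2 gave 657 higher and 428 lower (3417 at an unadjusted p under 0.05), and Tau replicate 3 gave 780 and 422. With the mitochondrial share of each library as a covariate, chosen after seeing the data, edgeR called 683 higher and 620 lower, of which 521 and 407 are among the calls without it.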

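Protein-coding genes made up 1365 of the genes called higher and 1253 of those called lower in the libraries labelled Tau (of 13025 tested), and long noncoding RNAs 130 and 71 (of 1548 tested). In 1470 of the genes called higher and 1256 of those called lower, all 3 libraries labelled Tau lay beyond all 3 control libraries. Calls on the same libraries favour such genes, so this adds no support to the calls. With exchangeable labels 10% of genes would separate in this way. The direction depends on the scaling. With TMM, 52.7% of the calls were higher, with DESeq2's size factors in edgeR 1623 genes were higher and 1318 lower, and with cyclic loess 1615 and 1116 (59.1% higher). Scaled to total counts, 559 genes were higher and 2886 lower (16.2% higher), and the deposited RPM values in limma gave 572 and 2693 (17.5% higher). Total counts include the mitochondrial genes, whose share of the counts was larger in Tau, and they shift the log2 fold change of all genes by -0.33 against TMM. With the GC trend removed, which was chosen after seeing the data, 1099 genes were higher and 689 lower, of which 933 and 525 are among the calls of the main test.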

Upon Tau overexpression, 1,680 DEGs were upregulated and 1,555 were downregulated (Figure 1B). KEGG analysis identified several pathways significantly overrepresented among the DEGs, and the most significant are listed in Table 1. 

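Of the 53 genes that the paper lists under protein processing in the endoplasmic reticulum, 42 were lower in the libraries labelled Tau, among them HERPUD1 and XBP1, and 4 were higher, among them DNAJC5G (log2 fold change 2.11, SE 0.35, adjusted p = 0.00892, edgeR, n = 3 per group) and RRBP1 (0.70, SE 0.18, adjusted p = 0.0356). In extracellular matrix receptor interaction 19 of 22 were higher, with TNXB and COL9A2 first, and ITGB8 was the gene called lower (log2 fold change -1.54, SE 0.50, adjusted p = 0.0701, edgeR). Calcium signaling held 37 higher and 7 lower genes of 49, with the calcium release channel ITPR3 from 3.32 ± 1.13 to 12.3 ± 0.381 CPM (1.90, SE 0.25, adjusted p = 0.00459) and PLCB2 from 1.10 ± 0.18 to 3.72 ± 0.0220 CPM (1.77, SE 0.26, adjusted p = 0.00659), and ATP2A2, the calcium pump of the reticulum, lower (-1.03, SE 0.22, adjusted p = 0.0201, edgeR). Under cAMP signaling 27 of 44 were higher and 15 lower, led by ATP1B2 and the incretin receptor GIPR (3.00, SE 0.43, adjusted p = 0.00630) and by HTR1E and the channel subunit CNGB1 (-3.17, SE 0.54, adjusted p = 0.00920) in edgeR. Over 16 alternatives the log2 fold change ran from 1.67 to 3.65 for GIPR and from -3.65 to -0.94 for CNGB1. Protein digestion and absorption held 16 higher genes of 19, headed by the collagens COL22A1 and COL9A2, and SLC38A2 (-1.02, SE 0.20, adjusted p = 0.0137) and SLC3A2 (-0.73, SE 0.19, adjusted p = 0.0366) were lower by edgeR. Aminoacyl-tRNA biosynthesis had 9 lower genes of 11, with WARS and SARS first, and cytokine receptor interaction 20 higher and 7 lower of 28. Over the 43 pathways with a complete gene list, 479 distinct genes were tested, of which 262 were higher, 185 lower and 32 not called by edgeR. The study chose these genes as changed in the same samples, so these counts are not independent evidence, and the overrepresentation test was not rerun. ITGB8 loses its call in limma-voom (log2 fold change -1.27, adjusted p = 0.166). RRBP1 loses its call in edgeR with total counts (log2 fold change 0.38, adjusted p = 0.357), and also in limma on RPM. ITGB8 loses its call in limma with cyclic loess (log2 fold change -1.32, adjusted p = 0.112). RRBP1 and ITGB8 lose their calls in edgeR with the GC trend removed, chosen after seeing the data (log2 fold change 0.42 and -1.18, adjusted p = 0.145 and 0.164).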

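Leaving out 1 library moved these counts of KEGG genes, in a comparison chosen after seeing the data. Without control replicate 1 edgeR called 37 of the listed genes higher and 17 lower, without Tau replicate 2 it called 137 and 74, and without Tau replicate 3 156 and 76. The lower genes numbered 123 without control replicate 2 and 114 without Tau replicate 1. Scaled to total counts, 118 of the genes were higher. With the GC trend removed, also chosen after seeing the data, 175 were higher and 97 lower. In that fit protein processing in the reticulum had 2 higher and 26 lower, cAMP signaling 19 and 5, cytokine receptor interaction 12 and 6 and calcium signaling 29 and 3. Protein digestion had 13 and 2, matrix receptor interaction 17 and 0 and aminoacyl-tRNA biosynthesis 0 and 7. Calls that end without 1 library include control replicate 1 (RRBP1, ITGB8, ATP2A2, SLC38A2 and SLC3A2, adjusted p = 0.166, 0.291, 0.12, 0.104 and 0.147), Tau replicate 1 (ITGB8 and SLC3A2, adjusted p = 0.118 and 0.107), Tau replicate 2 (ITGB8 and SLC3A2, adjusted p = 0.148 and 0.138) and Tau replicate 3 (ITGB8, adjusted p = 0.194), in edgeR, with 3.32e-05 to 0.371 over all alternatives of these genes.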

Several terms were related to neuronal and synaptic pathways, confirming our previous observation that Tau modulates the expression of neuronal genes and might participate in triggering synaptic dysfunction occurring in early AD stages (Siano et al., 2019b). 

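GABBR2, a subunit of the metabotropic GABA receptor, was higher in the libraries labelled Tau, from 0.124 ± 0.0670 to 1.03 ± 0.291 CPM (mean ± SD, n = 3 per group, log2 fold change 3.08, SE 0.48, adjusted p = 0.00761, edgeR). GAD1, which makes GABA, went from 5.81 ± 2.83 to 14.5 ± 3.80 CPM (1.33, SE 0.34, adjusted p = 0.0345) and GABRD was higher (1.49, SE 0.30, adjusted p = 0.0163) in the same edgeR test. Among glutamatergic genes, the glutaminase GLS2 (1.26, SE 0.22, adjusted p = 0.00920), the receptor subunits GRIN2D (1.5, SE 0.33, adjusted p = 0.0217), GRIA3 (1.35, SE 0.35, adjusted p = 0.0338) and GRIN1 (0.70, SE 0.22, adjusted p = 0.0630), the scaffold HOMER3 (1.11, SE 0.24, adjusted p = 0.0193) and the vesicular transporter SLC17A7 (1.43, SE 0.32, adjusted p = 0.0232) were higher, and HOMER1 was lower (-0.90, SE 0.25, adjusted p = 0.0409, edgeR). SLC17A6 had too few reads to be tested. The vesicle protein SYT2 went from 2.52 ± 0.890 to 9.63 ± 4.22 CPM (1.94, SE 0.33, adjusted p = 0.00920), and DNM1 (0.83, SE 0.24, adjusted p = 0.0477) and CPLX1 (0.68, SE 0.20, adjusted p = 0.0480) were higher by edgeR. MAP2 (-0.80, SE 0.18, adjusted p = 0.0236), NEFL (-0.71, SE 0.17, adjusted p = 0.0265) and DPYSL2 (-0.81, SE 0.23, adjusted p = 0.0488), which belong to the neuronal cytoskeleton, were lower by edgeR. In the paper's list for the GABAergic synapse 10 of 18 genes were higher and 7 lower, with SLC38A1 first (-1.22, SE 0.19, adjusted p = 0.00761, edgeR). Its list for amphetamine addiction had 10 higher, with PPP1R1B first (2.60, SE 0.39, adjusted p = 0.00674), and 7 lower, with PPP1CB first (-1.06, SE 0.21, adjusted p = 0.0159, edgeR), and neither list is independent evidence. GRIN1, HOMER3, DNM1 and CPLX1 lose their calls in edgeR with total counts (log2 fold change 0.40, 0.81, 0.51 and 0.36, adjusted p = 0.315, 0.128, 0.163 and 0.362), and also in limma on RPM. GRIN1, HOMER1, DNM1 and CPLX1 lose their calls in edgeR with the GC trend removed, chosen after seeing the data (log2 fold change 0.31, -0.64, 0.56 and 0.25, adjusted p = 0.258, 0.104, 0.128 and 0.359).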

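Of 33 glutamatergic genes tested, 11 were higher in the libraries labelled Tau (1, 5, 5 and 4 without control replicates 1 and 2 and Tau replicates 2 and 3) and 3 lower (none without control replicate 1 and Tau replicates 2 and 3 (2, 4 and 3 at an unadjusted p under 0.05), 1 and 6 without control replicates 2 and 3), and 14 and 6 when adjusted over the list alone. The median log2 fold change was 0.34 (camera adjusted p = 0.00508, 0.308 with an estimated correlation, 0.00232 to 0.308 over 18 alternatives). Of 10 GABAergic genes, 4 were higher (1 without control replicate 1) and 1 lower (none without control replicates 1 and 2 and Tau replicates 1, 2 and 3 (1, 0, 1, 0 and 1 at an unadjusted p under 0.05)), 4 and 1 over the list alone. Their median of 0.30 turns to -0.03 when scaled to total counts (camera adjusted p = 0.0371, 0.250 with an estimated correlation, 0.00767 to 0.336 over 18 alternatives, and 0.0705 without control replicate 3). Of 32 genes of the synaptic vesicle cycle, 3 were higher (1, 7, 1 and 1 without control replicates 1 and 3 and Tau replicates 2 and 3), 3 over the list alone. Lower calls in it were 3 and 1 without control replicate 3 and Tau replicate 1. The median of 0.02 turns to -0.29 with total counts (camera adjusted p = 0.388, 0.625 with an estimated correlation, 0.240 to 0.992 over 18 alternatives). The neuronal cytoskeleton list, with 3 of 22 lower (none without control replicate 1 (4 at an unadjusted p under 0.05), 1 without Tau replicate 2, 3 over the list alone, median -0.10), was not called (camera adjusted p = 0.173, 0.571 with an estimated correlation, 0.0510 to 0.790 over 18 alternatives). Removing the GC trend, chosen after seeing the data, gave medians of 0.29 for the glutamatergic and 0.29 for the GABAergic list. In that fit edgeR called 7 of the glutamatergic genes higher and none lower (5 at an unadjusted p under 0.05), none of the GABAergic genes lower (0 at an unadjusted p under 0.05) and 1 of the vesicle genes higher. Calls that end in edgeR when 1 library is left out fall to control replicate 1 (GRIN2D, HOMER3, HOMER1, SLC17A7, GRIN1, GRIA3, GABRD, GAD1, DNM1, CPLX1, MAP2, NEFL, DPYSL2 and PPP1CB, adjusted p = 0.132, 0.123, 0.168, 0.132, 0.215, 0.151, 0.111, 0.133, 0.195, 0.199, 0.132, 0.110, 0.138 and 0.110), control replicate 2 (GRIN1, DNM1 and DPYSL2, adjusted p = 0.164, 0.109 and 0.135), Tau replicate 1 (GRIN1, CPLX1 and DPYSL2, adjusted p = 0.128, 0.112 and 0.105), Tau replicate 2 (HOMER1, GRIN1, GAD1, DNM1, CPLX1, NEFL and DPYSL2, adjusted p = 0.121, 0.153, 0.104, 0.165, 0.116, 0.111 and 0.162) and Tau replicate 3 (HOMER1, GRIN1, GRIA3, DNM1, CPLX1 and DPYSL2, adjusted p = 0.130, 0.139, 0.136, 0.105, 0.113 and 0.118), and the alternatives of these genes span 7.47e-07 to 0.362. The list of glutamatergic genes loses its limma camera call in fgsea (adjusted p = 0.135). The list of GABAergic genes loses its limma camera call at 10 counts in every library (adjusted p = 0.336, median 0.09) and with cyclic loess (0.0938), and, chosen after seeing the data, with the mitochondrial covariate (0.0641). Total counts give medians of 0.02 for glutamatergic genes and -0.44 for cytoskeleton genes.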

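CCL2, a chemokine that attracts monocytes, was higher in the libraries labelled Tau, from 8.81 ± 4.35 to 33.6 ± 3.40 CPM (mean ± SD, n = 3 per group, log2 fold change 1.94, SE 0.29, adjusted p = 0.00674, edgeR). IL32, from 2.69 ± 2.26 to 13.6 ± 1.92 CPM (SE 0.44, adjusted p = 0.0126 in edgeR), and NFKB2 (1.15, SE 0.26, adjusted p = 0.0238) were higher too, and SOD2 was lower (-0.81, SE 0.23, adjusted p = 0.0467). Complement C1S went from 1.03 ± 0.416 to 5.08 ± 1.91 CPM (2.31, SE 0.37, adjusted p = 0.00790), and C1R (1.72, SE 0.32, adjusted p = 0.0122) and CLU (1.62, SE 0.30, adjusted p = 0.0130) were higher in the same edgeR test. The interferon-stimulated genes IFI6 (1.02, SE 0.19, adjusted p = 0.0120), GBP2 (2.22, SE 0.43, adjusted p = 0.0139) and BST2 (2.33, SE 0.57, adjusted p = 0.0295) were higher by edgeR. For antigen presentation, HLA-C went from 13.8 ± 1.22 to 26.5 ± 3.41 CPM (0.94, SE 0.17, adjusted p = 0.0126), TAP1 (1.05, SE 0.24, adjusted p = 0.0244) and PSMB8 (0.87, SE 0.21, adjusted p = 0.0299) were higher and ERAP1 was lower (-0.95, SE 0.28, adjusted p = 0.0544, edgeR). PLA2G4C (1.83, SE 0.31, adjusted p = 0.00892), PTGES (1.44, SE 0.30, adjusted p = 0.0179) and EPHX2 (0.72, SE 0.18, adjusted p = 0.0328), enzymes of eicosanoid metabolism, were higher and PTGES3 was lower (-0.69, SE 0.25, adjusted p = 0.0944, edgeR). Leukocyte and microglia markers had 3 tested genes, none called by edgeR, DESeq2 or voom, with CD14 and TMEM119 the nearest (log2 fold change 0.72, SE 0.34, adjusted p = 0.18, and 0.45, SE 0.22, adjusted p = 0.197, edgeR). Over that list alone 1 was called higher, and without control replicate 3 edgeR called CD14 (1.05, adjusted p = 0.0481, with 0.0481 to 0.423 over its alternatives). PTGES3 loses its call in limma-voom (log2 fold change -0.66, adjusted p = 0.105). HLA-C, TAP1, PSMB8 and EPHX2 lose their calls in edgeR with total counts (log2 fold change 0.62, 0.74, 0.56 and 0.36, adjusted p = 0.147, 0.133, 0.212 and 0.351), and also in limma on RPM. PTGES3 loses its call in limma with cyclic loess (log2 fold change -0.57, adjusted p = 0.150). ERAP1 and PTGES3 lose their calls in edgeR with the GC trend removed, chosen after seeing the data (log2 fold change -0.66 and -0.51, adjusted p = 0.145 and 0.205).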

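Among 17 NF-kB targets and cytokines 9 were higher (1, 5 and 5 without control replicate 1 and Tau replicates 2 and 3) and 1 lower (none without control replicates 1 and 2 and Tau replicates 1, 2 and 3 (1, 1, 1, 1 and 1 at an unadjusted p under 0.05)), 11 and 1 when adjusted over the list alone. The median log2 fold change was 1.05 (camera adjusted p = 1.70e-05, 0.250 with an estimated correlation, 1.66e-07 to 0.250 over 18 alternatives). Complement and its regulators had 5 higher of 12 (2 and 8 without control replicates 1 and 3), 9 over the list alone. Their median was 0.90 (camera adjusted p = 6.07e-06, 0.250 with an estimated correlation, 3.27e-07 to 0.250 over 18 alternatives). Interferon-stimulated genes had 8 higher of 25 (1, 3, 5 and 4 without control replicates 1 and 2 and Tau replicates 2 and 3), 11 over the list alone. Their median was 0.70 (camera adjusted p = 0.00140, 0.308 with an estimated correlation, 3.42e-05 to 0.308 over 18 alternatives). MHC class I presentation had 10 higher of 15 (none without control replicate 1 (9 at an unadjusted p under 0.05), 5, 3 and 5 without control replicate 2 and Tau replicates 2 and 3) and 1 lower (none without control replicates 1 and 2 and Tau replicates 2 and 3 (1, 1, 1 and 1 at an unadjusted p under 0.05)), 10 and 1 over the list alone. Its median was 0.73 (camera adjusted p = 0.000499, 0.250 with an estimated correlation, 0.000116 to 0.250 over 18 alternatives). Eicosanoid metabolism had 7 higher of 14 (1 and 3 without control replicate 1 and Tau replicate 2) and 1 lower (none without control replicates 1 and 2 and Tau replicates 2 and 3 (0, 0, 0 and 0 at an unadjusted p under 0.05)), 7 and 1 over the list alone. Its median was 0.55 (camera adjusted p = 0.00147, 0.250 with an estimated correlation, 0.000141 to 0.250 over 18 alternatives). With the GC trend removed, chosen after seeing the data, the medians of these 5 lists were 0.67, 0.63, 0.70, 0.76 and 0.41 in the same order. That fit in edgeR called 5 of the interferon-stimulated genes higher, none of the MHC genes lower (1 at an unadjusted p under 0.05) and none of the eicosanoid genes lower (1 at an unadjusted p under 0.05). Single calls end in edgeR without control replicate 1 (BST2, GBP2, HLA-C, TAP1, PSMB8, ERAP1, IL32, NFKB2, SOD2, C1R, CLU, PTGES, EPHX2 and PTGES3, adjusted p = 0.151, 0.109, 0.104, 0.121, 0.141, 0.200, 0.108, 0.132, 0.148, 0.103, 0.104, 0.122, 0.156 and 0.253), control replicate 2 (ERAP1, SOD2 and PTGES3, adjusted p = 0.122, 0.141 and 0.237), Tau replicate 1 (SOD2, adjusted p = 0.123), Tau replicate 2 (ERAP1, SOD2, EPHX2 and PTGES3, adjusted p = 0.152, 0.130, 0.147 and 0.279) and Tau replicate 3 (ERAP1, SOD2 and PTGES3, adjusted p = 0.175, 0.111 and 0.255), where the alternatives of these genes gave 4.42e-18 to 0.351. Reads of HLA genes and of C4A and C4B can come from their close relatives. Scaled to total counts, the medians are 0.71 for NF-kB targets and cytokines, 0.58 for complement genes, 0.38 for interferon-stimulated genes, 0.42 for MHC class I genes and 0.22 for eicosanoid genes. On the deposited RPM values they are 0.41, 0.51, 0.29, 0.32 and 0.23 in the same order.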

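COL22A1 and COL9A2 led the collagens, rising from 0.0729 ± 0.0429 to 1.04 ± 0.173 and from 3.49 ± 1.64 to 16.6 ± 0.839 CPM in the libraries labelled Tau (mean ± SD, n = 3 per group, log2 fold change 3.86, SE 0.49, adjusted p = 0.00418, and 2.27, SE 0.30, adjusted p = 0.00443, edgeR). COL1A1, the main chain of fibrillar collagen, went from 1.29 ± 0.778 to 5.21 ± 0.811 CPM (2.04, SE 0.36, adjusted p = 0.0103, edgeR). Among glycoproteins of the matrix, TNXB (3.00, SE 0.31, adjusted p = 0.00261), the laminin chain LAMB3 (3.09, SE 0.45, adjusted p = 0.00659) and perlecan, HSPG2 (1.51, SE 0.25, adjusted p = 0.00892), were higher by edgeR. The log2 fold change of LAMB3 ran from 1.14 to 3.33 over 16 alternatives. The integrins ITGB4 (1.85, SE 0.29, adjusted p = 0.00761), ITGA2B (1.45, SE 0.31, adjusted p = 0.0199) and ITGA7 (1.09, SE 0.25, adjusted p = 0.0243) and the proteases MMP14 (2.09, SE 0.37, adjusted p = 0.0103), ADAMTS7 (1.22, SE 0.25, adjusted p = 0.0177) and MMP11 (1.07, SE 0.25, adjusted p = 0.0254) were higher, and MMP16 was lower (-1.03, SE 0.31, adjusted p = 0.0572, edgeR). The log2 fold change of MMP14 ran from 0.99 to 2.35 over 16 alternatives. Of 21 collagens tested, 14 were higher (2 without control replicate 1), 16 when adjusted over the list alone (median log2 fold change 1.07, camera adjusted p = 1.20e-13, 0.250 with an estimated correlation, 2.12e-15 to 0.250 over 18 alternatives). Of 25 matrix glycoproteins 10 were higher (4 without control replicate 1), 13 over the list alone (median 0.59, camera adjusted p = 7.98e-08, 0.250 with an estimated correlation, 1.81e-10 to 0.250 over 18 alternatives). Metalloproteinases had 9 higher of 24 (1, 5, 4, 4 and 4 without control replicates 1 and 2 and Tau replicates 1, 2 and 3) and 1 lower (none without control replicates 1 and 2 and Tau replicates 2 and 3 (2, 2, 2 and 1 at an unadjusted p under 0.05)), 10 and 2 over the list alone. Their median was 0.49 (camera adjusted p = 0.000932, 0.308 with an estimated correlation, 2.09e-05 to 0.308 over 18 alternatives). Integrins had 5 higher of 15 (1 and 3 without control replicate 1 and Tau replicate 2) and 1 lower (none without control replicate 1 and Tau replicates 2 and 3 (0, 1 and 1 at an unadjusted p under 0.05), 3 without control replicate 3), 5 and 2 over the list alone. Their median of 0.25 turns to -0.07 with total counts (camera adjusted p = 0.0461, 0.350 with an estimated correlation, 0.0134 to 0.350 over 18 alternatives). Markers of mesenchymal or substrate-adherent neuroblastoma cells had 5 higher of 20 (1, 3 and 3 without control replicate 1 and Tau replicates 2 and 3). Their median of 0.28 turns to -0.04 with total counts (camera adjusted p = 0.00508, 0.250 with an estimated correlation, 0.00213 to 0.250 over 18 alternatives). The integrin call ends in limma's camera without control replicate 2 (adjusted p = 0.0799), control replicate 3 (0.204), Tau replicate 1 (0.0699) and Tau replicate 2 (0.0690). GC removal, chosen after seeing the data, gave medians of 0.70 for collagens, 0.46 for glycoproteins, 0.39 for metalloproteinases and 0.39 for integrins. With it edgeR called 5 of the metalloproteinases higher and none lower (2 at an unadjusted p under 0.05) and none of the integrins lower (1 at an unadjusted p under 0.05). Gene calls that end in edgeR without 1 library fall to control replicate 1 (COL1A1, ITGA2B, ITGA7, ADAMTS7, MMP11 and MMP16, adjusted p = 0.101, 0.125, 0.125, 0.123, 0.136 and 0.199), control replicate 2 (MMP16, adjusted p = 0.141), Tau replicate 2 (MMP16, adjusted p = 0.155) and Tau replicate 3 (MMP16, adjusted p = 0.184), and their alternatives span 1.12e-09 to 0.221. MMP11 loses its call in edgeR with total counts (log2 fold change 0.77, adjusted p = 0.166), and also in limma on RPM. MMP11 and MMP16 lose their calls in edgeR with the GC trend removed, chosen after seeing the data (log2 fold change 0.73 and -0.61, adjusted p = 0.107 and 0.221). The list of integrins loses its limma camera call in fry (adjusted p = 0.0675), in fgsea (0.219), at 10 counts in every library (0.0682) and with cyclic loess (0.0886), and, chosen after seeing the data, with the mitochondrial covariate (0.181). Medians with total counts are 0.77 for collagens, 0.30 for matrix glycoproteins and 0.16 for metalloproteinases. On the deposited RPM values they are 0.65, 0.19 and 0.098 in the same order.

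**Figure D2:**
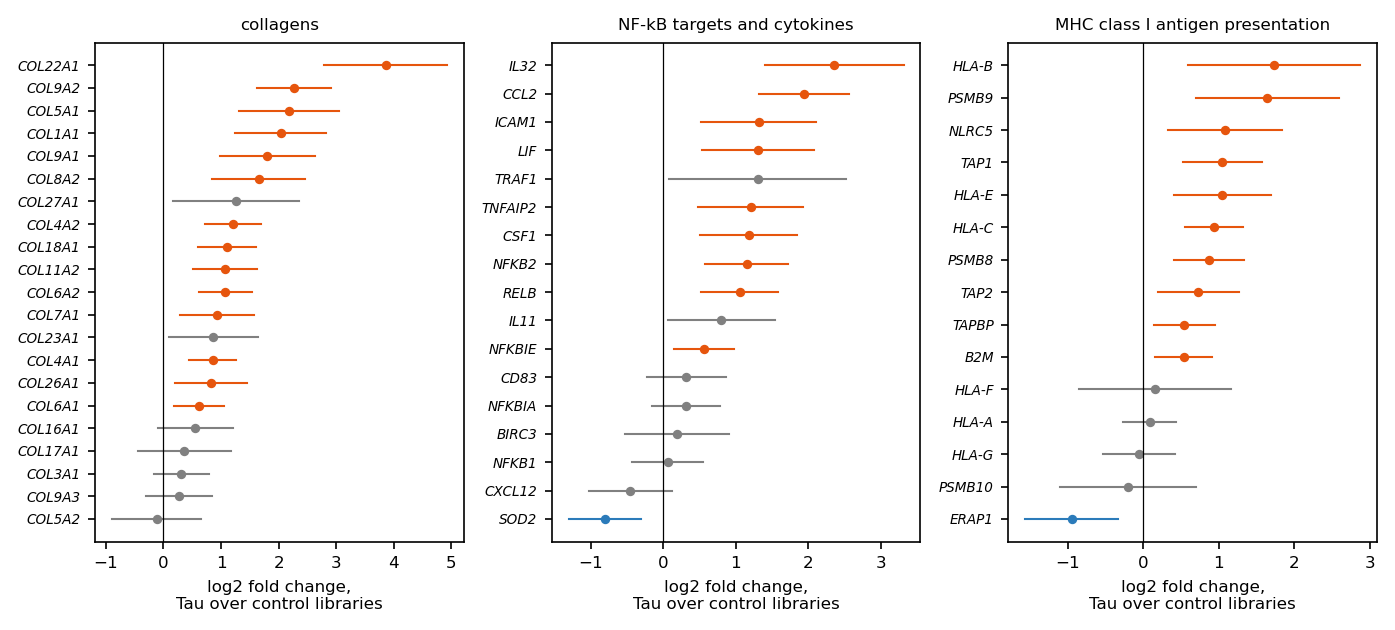
Log2 fold change of the libraries labelled Tau over control (x axis, log2, with 95% confidence intervals, n = 3 per group) of each tested collagen, NF-kB target or cytokine, and MHC class I gene (y axis); orange, called higher, blue, called lower, grey, not called. Most members lie right of 0, with medians of 1.07, 1.05 and 0.73.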

GSEA analysis showed pathways mainly related to immune response, signaling and protein homeostasis (Figure 1C), a result further supported by the GO analysis of upregulated and downregulated DEGs (Supplementary Figure S1, S2). Several overrepresented GSEA pathways were associated with nucleosome organization and chromatin remodeling, suggesting that altered levels of Tau protein could also affect these nuclear mechanisms. 

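HIST1H2AC and HIST3H2A, which encode the core histone H2A, were lower in the libraries labelled Tau, from 2.90 ± 0.898 to 0.847 ± 0.352 and from 20.1 ± 7.52 to 9.37 ± 0.384 CPM (mean ± SD, n = 3 per group, log2 fold change -1.77, SE 0.35, adjusted p = 0.0157, and -1.1, SE 0.24, adjusted p = 0.0214, edgeR). HIST1H2BD was lower (-0.65, SE 0.21, adjusted p = 0.0745) and HIST2H2AA3 higher (1.17, SE 0.30, adjusted p = 0.0340) in the same edgeR test. Of the nucleosome assembly relatives, TSPYL4 (-0.96, SE 0.21, adjusted p = 0.0216), TSPYL5 (-0.77, SE 0.17, adjusted p = 0.0232) and TSPYL1 (-0.99, SE 0.26, adjusted p = 0.0351) were lower by edgeR. The replacement histones H2AFZ (log2 fold change -0.49, SE 0.17, adjusted p = 0.0837) and H3F3C (-0.53, SE 0.22, adjusted p = 0.130) did not pass in edgeR. Among 27 replication-dependent histone genes 5 were lower (2, 2, 2, 2 and 2 without control replicates 1 and 2 and Tau replicates 1, 2 and 3) and 2 higher (none without control replicate 1 and Tau replicate 2 (2 and 2 at an unadjusted p under 0.05), 1, 1 and 1 without control replicate 2 and Tau replicates 1 and 3), 6 and 2 when adjusted over the list alone (median log2 fold change -0.42, camera adjusted p = 0.0247, 0.250 with an estimated correlation, 0.00154 to 0.250 over 18 alternatives, and 0.141 without control replicate 3). Histone chaperones had 6 lower of 31 (none without control replicate 1 (7 at an unadjusted p under 0.05), 3, 2 and 3 without control replicate 2 and Tau replicates 1 and 2), 6 over the list alone (median -0.15, camera adjusted p = 0.0461, 0.250 with an estimated correlation, 0.00649 to 0.250 over 18 alternatives), and their call ends without control replicate 3 (camera adjusted p = 0.105), Tau replicate 1 (0.0658) and Tau replicate 2 (0.0690). For the 11 replacement histones edgeR, DESeq2 and voom called 0 genes, 3 had an unadjusted p under 0.05 in edgeR as lower, edgeR called 1 and 2 without control replicates 2 and 3, and the list was not called (median -0.20, camera adjusted p = 0.139, 0.498 with an estimated correlation, 0.0394 to 0.790 over 18 alternatives). With the GC trend removed, chosen after seeing the data, the medians were -0.43 for replication-dependent histones and -0.07 for chaperones. There edgeR called 3 of the chaperones lower. Many histone transcripts lack a poly(A) tail, and reads of near-identical histone genes can be assigned to either copy. Histone and TSPYL calls end in edgeR without control replicate 1 (HIST1H2BD, HIST2H2AA3, TSPYL4, TSPYL5 and TSPYL1, adjusted p = 0.151, 0.155, 0.127, 0.127 and 0.130), control replicate 2 (HIST1H2BD, adjusted p = 0.137), Tau replicate 1 (HIST1H2BD and TSPYL1, adjusted p = 0.151 and 0.109), Tau replicate 2 (HIST1H2BD and HIST2H2AA3, adjusted p = 0.260 and 0.111) and Tau replicate 3 (HIST1H2BD, adjusted p = 0.112), with 6.59e-05 to 0.260 over their alternatives. From gene sets ranked by fold change over all genes, the paper puts forward, as a possibility, that altered Tau levels affect how nucleosomes are organized. HIST1H2BD loses its call in edgeR with the GC trend removed, chosen after seeing the data (log2 fold change -0.60, adjusted p = 0.100). H2AFZ gains a call in limma on RPM (-0.83, adjusted p = 0.0499), in edgeR with total counts (-0.82, adjusted p = 0.0533) and in edgeR without control replicate 2 (-0.56, adjusted p = 0.0840). H3F3C gains a call in edgeR with total counts (-0.89, adjusted p = 0.0899) and in edgeR without control replicate 3 (-0.59, adjusted p = 0.0875). The list of replication-dependent histones loses its limma camera call at 10 counts in every library (adjusted p = 0.0525), and, chosen after seeing the data, with the mitochondrial covariate (0.0582). The list of histone chaperones loses its limma camera call at 10 counts in every library (adjusted p = 0.0961) and with cyclic loess (0.207), and, chosen after seeing the data, with the GC trend removed (0.105, median -0.07) and with the mitochondrial covariate (0.0816, median -0.08). The list of replacement histones, not called by limma's camera, is called without the low-count filter (adjusted p = 0.0447) and without Tau replicate 1 (0.0394), and, chosen after seeing the data, with the GC trend removed (0.0424). The medians become -0.77 for replication-dependent histones, -0.48 for histone chaperones and -0.52 for replacement histones with total counts.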

Of note, the overexpressed Tau is as soluble as the endogenous one, supporting that Tau levels, rather than its aggregation, are responsible for the observed effects (Supplementary Figure S3). In the transcriptome analysis, the protein homeostasis pathways significantly arise. 

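HSPA5, the main chaperone of the endoplasmic reticulum (ER), was lower in the libraries labelled Tau, from 454 ± 206 to 142 ± 13.6 CPM (mean ± SD, n = 3 per group, log2 fold change -1.68, SE 0.28, adjusted p = 0.00892, edgeR). DNAJB9 went from 33.1 ± 15.1 to 8.66 ± 1.08 CPM (-1.93, SE 0.30, adjusted p = 0.00761), and SDF2L1 (-1.51, SE 0.22, adjusted p = 0.00674) and CRELD2 (-1.68, SE 0.25, adjusted p = 0.00711) were lower in the same edgeR test. In ER-associated degradation, HERPUD1 went from 85.0 ± 10.7 to 24.4 ± 4.95 CPM (-1.80, SE 0.20, adjusted p = 0.00263), and SEL1L (-1.43, SE 0.26, adjusted p = 0.0110) and EDEM1 (-0.85, SE 0.17, adjusted p = 0.0160) were lower by edgeR, as were TRAM1 (-1.15, SE 0.20, adjusted p = 0.00920), SPCS2 (-1.11, SE 0.21, adjusted p = 0.0138) and STT3B (-0.98, SE 0.22, adjusted p = 0.0213) of the translocation machinery. XBP1, a transcription factor of the unfolded protein response, went from 94.6 ± 25.9 to 36.2 ± 3.85 CPM (-1.38, SE 0.21, adjusted p = 0.00711), and ATF6 (-0.50, SE 0.17, adjusted p = 0.0850) and DDIT3, which encodes CHOP (-0.81, SE 0.24, adjusted p = 0.0502), were lower by edgeR. ATF4 (log2 fold change -0.26, SE 0.21, adjusted p = 0.438), EIF2AK3, which encodes PERK (0.11, SE 0.28, adjusted p = 0.826), and EIF2S1, which encodes eIF2α (-0.41, SE 0.17, adjusted p = 0.140), did not pass in edgeR. The ATF4 targets MTHFD2, from 257 ± 51.4 to 79.6 ± 9.37 CPM (-1.69, SE 0.20, adjusted p = 0.00321), and SHMT2 (-1.16, SE 0.17, adjusted p = 0.00659) were lower and GDF15 was higher (2.05, SE 0.40, adjusted p = 0.0142, edgeR). Of the aminoacyl-tRNA synthetases, WARS went from 79.2 ± 11.1 to 32.1 ± 4.44 CPM (-1.31, SE 0.18, adjusted p = 0.00593), and SARS (-0.96, SE 0.16, adjusted p = 0.00892) and NARS (-0.83, SE 0.16, adjusted p = 0.0155) were lower by edgeR. Such calls end in edgeR without control replicate 1 (EDEM1, SPCS2, STT3B, GDF15, NARS, DDIT3 and ATF6, adjusted p = 0.108, 0.105, 0.123, 0.115, 0.105, 0.166 and 0.239), control replicate 2 (ATF6, adjusted p = 0.195), Tau replicate 1 (DDIT3 and ATF6, adjusted p = 0.139 and 0.112), Tau replicate 2 (ATF6, adjusted p = 0.264) and Tau replicate 3 (DDIT3 and ATF6, adjusted p = 0.102 and 0.251), with 3.96e-16 to 0.264 over the alternatives of these genes. ATF6 lies at the fold threshold: its call ends in 12 of 17 alternatives, among them DESeq2 (-0.49, adjusted p = 0.0782), limma-voom (-0.49, adjusted p = 0.0954), DESeq2 size factors in edgeR (-0.49, adjusted p = 0.0909), cyclic loess in limma (-0.43, adjusted p = 0.135) and 10 counts in every library in edgeR (-0.49, adjusted p = 0.0890). ATF4 gains a call in limma on RPM (-0.59, adjusted p = 0.0970). EIF2S1 gains a call in limma on RPM (-0.72, adjusted p = 0.0967) and in edgeR with total counts (-0.76, adjusted p = 0.0884).

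**Figure D3:**
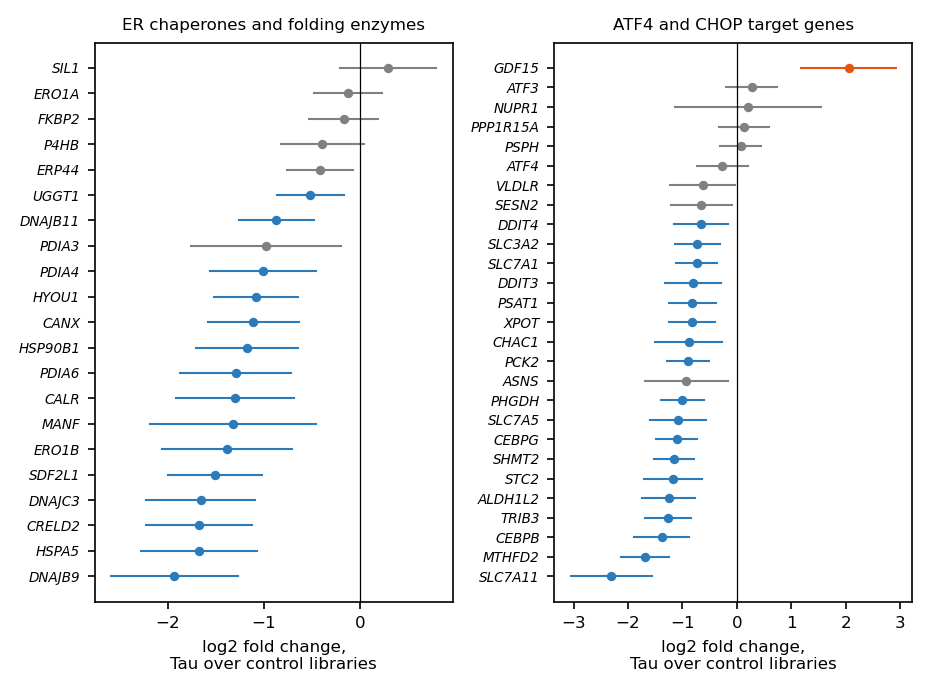
Log2 fold change of the libraries labelled Tau over control (x axis, log2, with 95% confidence intervals, n = 3 per group) of each tested ER chaperone or folding enzyme and each ATF4 or CHOP target (y axis); blue, called lower, orange, called higher, grey, not called. Most members lie left of 0, with medians of -1.11 and -0.82.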

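Of 21 ER chaperones and folding enzymes 15 were lower in the libraries labelled Tau (6 without control replicate 1), 16 when adjusted over the list alone. The median log2 fold change was -1.11 (camera adjusted p = 5.49e-14, 0.250 with an estimated correlation, 3.80e-21 to 0.250 over 18 alternatives). ER-associated degradation had 10 lower of 21 (2 and 6 without control replicate 1 and Tau replicate 2), 10 over the list alone (median -0.48, camera adjusted p = 5.90e-07, 0.250 with an estimated correlation, 2.64e-10 to 0.250 over 18 alternatives). ER translocation and glycan transfer had 15 lower of 33 (1, 6, 6 and 7 without control replicates 1 and 2 and Tau replicates 2 and 3), 16 over the list alone. Its median was -0.49 (camera adjusted p = 1.29e-07, 0.331 with an estimated correlation, 1.22e-11 to 0.331 over 18 alternatives). ATF4 and CHOP targets had 18 lower of 27 (8 without control replicate 1) and 1 higher (none without control replicate 1 (1 at an unadjusted p under 0.05), 2 without control replicate 3), 21 and 1 over the list alone. Their median was -0.82 (camera adjusted p = 1.13e-12, 0.308 with an estimated correlation, 6.54e-37 to 0.308 over 18 alternatives). Aminoacyl-tRNA synthetases had 8 lower of 20 (2, 4 and 5 without control replicate 1 and Tau replicates 2 and 3), 8 over the list alone (median -0.43, camera adjusted p = 0.000208, 0.308 with an estimated correlation, 4.31e-08 to 0.308 over 18 alternatives). GC removal, chosen after seeing the data, gave medians of -0.94, -0.47, -0.38, -0.85 and -0.45 for these 5 lists in the same order. In that fit edgeR called 8 of the translocation and glycan genes lower. The list of ER chaperones loses its limma camera call in fry (adjusted p = 0.0525). The list of ER translocation and glycan genes loses its limma camera call in fry (adjusted p = 0.0883). The list of ATF4 and CHOP targets loses its limma camera call in fry (adjusted p = 0.0546). Total counts give medians of -0.82 for degradation genes, -0.87 for ER translocation and glycan genes and -0.78 for synthetases.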

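The ribosomal protein genes RPL9 (log2 fold change -0.70, SE 0.25, adjusted p = 0.0932) and RPS7 (-0.59, SE 0.21, adjusted p = 0.0975) were lower in the libraries labelled Tau by edgeR (n = 3 per group). Outside the ER, the chaperone HSP90AA1 went from 857 ± 106 to 544 ± 152 CPM (mean ± SD, -0.65, SE 0.23, adjusted p = 0.0852), HSPA4L was higher (0.62, SE 0.16, adjusted p = 0.0361), and the proteasome subunit PSMD14 (-0.52, SE 0.17, adjusted p = 0.0686), the nucleolar helicase DDX21 (-0.85, SE 0.21, adjusted p = 0.0286) and the snRNP protein SNRPE (-0.59, SE 0.20, adjusted p = 0.0826) were lower by edgeR. The ribosomal proteins as a list were called lower, with 2 of 79 genes called (none without control replicates 1 and 2 and Tau replicates 2 and 3 (4, 1, 0 and 1 at an unadjusted p under 0.05), 15 and 1 without control replicate 3 and Tau replicate 1). Their median log2 fold change was -0.24 (camera adjusted p = 0.000266, 0.515 with an estimated correlation, 1.01e-06 to 0.840 over 18 alternatives). The proteasome list was called lower with 1 of 31 genes (none without control replicates 1 and 2 and Tau replicates 2 and 3 (2, 3, 2 and 1 at an unadjusted p under 0.05), 4 without control replicate 3). Its median was -0.22 (camera adjusted p = 0.0222, 0.429 with an estimated correlation, 0.00181 to 0.429 over 18 alternatives), and the call ends without control replicate 3 (camera adjusted p = 0.0517) and Tau replicate 2 (0.0894). For both, edgeR called 0 members when adjusted over the list alone, where 11 ribosomal and 3 proteasome genes were lower at an unadjusted p under 0.05 and DESeq2 called 5 and 1. Cytosolic chaperones had 1 lower (none without control replicate 1 and Tau replicate 2 (1 and 1 at an unadjusted p under 0.05), 3 and 3 without control replicates 2 and 3) and 1 higher (none without control replicate 1 and Tau replicates 2 and 3 (1, 1 and 1 at an unadjusted p under 0.05), 2 without control replicate 3) of 18, 3 and 1 over the list alone. They were not called as a list (median -0.34, camera adjusted p = 0.0772, 0.526 with an estimated correlation, 0.00103 to 0.526 over 18 alternatives). Ribosome biogenesis factors, with 1 lower of 40 (none without control replicate 1 (3 at an unadjusted p under 0.05), 5 without control replicate 3) and 1 over the list alone, were not called either (median -0.21, camera adjusted p = 0.0680, 0.633 with an estimated correlation, 0.00757 to 0.633 over 18 alternatives). The same holds for snRNP proteins, with 1 lower of 44 (none without control replicates 1 and 2 and Tau replicates 1, 2 and 3 (3, 1, 2, 1 and 0 at an unadjusted p under 0.05), 2 without control replicate 3) and 0 over the list alone in edgeR, against 1 at an unadjusted p under 0.05 (median -0.08, camera adjusted p = 0.441, 0.647 with an estimated correlation, 0.173 to 0.951 over 18 alternatives). The single calls end in edgeR without control replicate 1 (RPL9, RPS7, PSMD14, HSP90AA1, HSPA4L, DDX21 and SNRPE, adjusted p = 0.243, 0.205, 0.200, 0.193, 0.127, 0.118 and 0.236), control replicate 2 (RPL9, RPS7, PSMD14 and SNRPE, adjusted p = 0.235, 0.233, 0.147 and 0.206), control replicate 3 (HSP90AA1, adjusted p = 0.128), Tau replicate 1 (RPL9, RPS7, PSMD14, HSP90AA1 and SNRPE, adjusted p = 0.117, 0.130, 0.141, 0.211 and 0.111), Tau replicate 2 (RPL9, RPS7, PSMD14, HSP90AA1, HSPA4L and SNRPE, adjusted p = 0.270, 0.297, 0.224, 0.258, 0.153 and 0.227) and Tau replicate 3 (RPL9, RPS7, PSMD14, HSPA4L and SNRPE, adjusted p = 0.252, 0.273, 0.164, 0.122 and 0.262), with 0.000896 to 0.874 over their alternatives. After GC removal, chosen after seeing the data, edgeR called 1 of the ribosomal proteins lower, none of the proteasome genes lower (1 at an unadjusted p under 0.05), none of the cytosolic chaperones lower (2 at an unadjusted p under 0.05), 2 of the biogenesis factors lower and none of the snRNP proteins lower (2 at an unadjusted p under 0.05). Ribosomal protein genes share reads with many pseudogene copies. RPL9 loses its call in limma-voom (log2 fold change -0.65, adjusted p = 0.108). RPS7 loses its call in edgeR with DESeq2 size factors (log2 fold change -0.57, adjusted p = 0.103). HSPA4L loses its call in edgeR with total counts (log2 fold change 0.29, adjusted p = 0.356), and also in limma on RPM. RPL9, RPS7, PSMD14 and SNRPE lose their calls in limma with cyclic loess (log2 fold change -0.58, -0.52, -0.44 and -0.48, adjusted p = 0.152, 0.127, 0.0995 and 0.140). RPS7 loses its call in edgeR with at least 10 counts in every library (log2 fold change -0.58, adjusted p = 0.104). RPL9, RPS7, HSP90AA1, PSMD14 and SNRPE lose their calls in edgeR with the GC trend removed, chosen after seeing the data (log2 fold change -0.49, -0.45, -0.57, -0.05 and -0.29, adjusted p = 0.224, 0.195, 0.158, 0.874 and 0.326). The list of ribosomal proteins loses its limma camera call in fry (adjusted p = 0.174), and, chosen after seeing the data, with the mitochondrial covariate (0.840, median -0.03). The list of proteasome subunits loses its limma camera call in fry (adjusted p = 0.0896) and with cyclic loess (0.0833), and, chosen after seeing the data, with the GC trend removed (0.123, median -0.09) and with the mitochondrial covariate (0.365, median -0.02). The list of cytosolic chaperones, not called by limma's camera, is called without the low-count filter (adjusted p = 0.0130), without control replicate 1 (0.0326), without control replicate 2 (0.00518) and without Tau replicate 3 (0.00299), and, chosen after seeing the data, with the mitochondrial covariate (0.00103). The list of ribosome biogenesis factors, not called by limma's camera, is called without the low-count filter (adjusted p = 0.0111), with the gene-length trend removed (0.0486), without control replicate 1 (0.00804), without Tau replicate 2 (0.0416) and without Tau replicate 3 (0.00757), and, chosen after seeing the data, with the mitochondrial covariate (0.0252). Scaled to total counts, the medians are -0.58 for ribosomal proteins, -0.55 for proteasome subunits, -0.67 for cytosolic chaperones, -0.56 for ribosome biogenesis factors and -0.42 for snRNP proteins.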

We measured the levels of phospho-eIF2α after Tau overexpression as a well-known marker of response to ER stress and translational mechanisms (Clemens, 2001; Radford et al., 2015; Gerakis and Hetz, 2018; Shacham et al., 2021). We assessed the ratio between eIF2α-P and total eIF2α in our cellular model and we observed a significant increase after Tau overexpression confirming the reliability of the analysis and of the model (Figure 1D).

**FIGURE 1:**
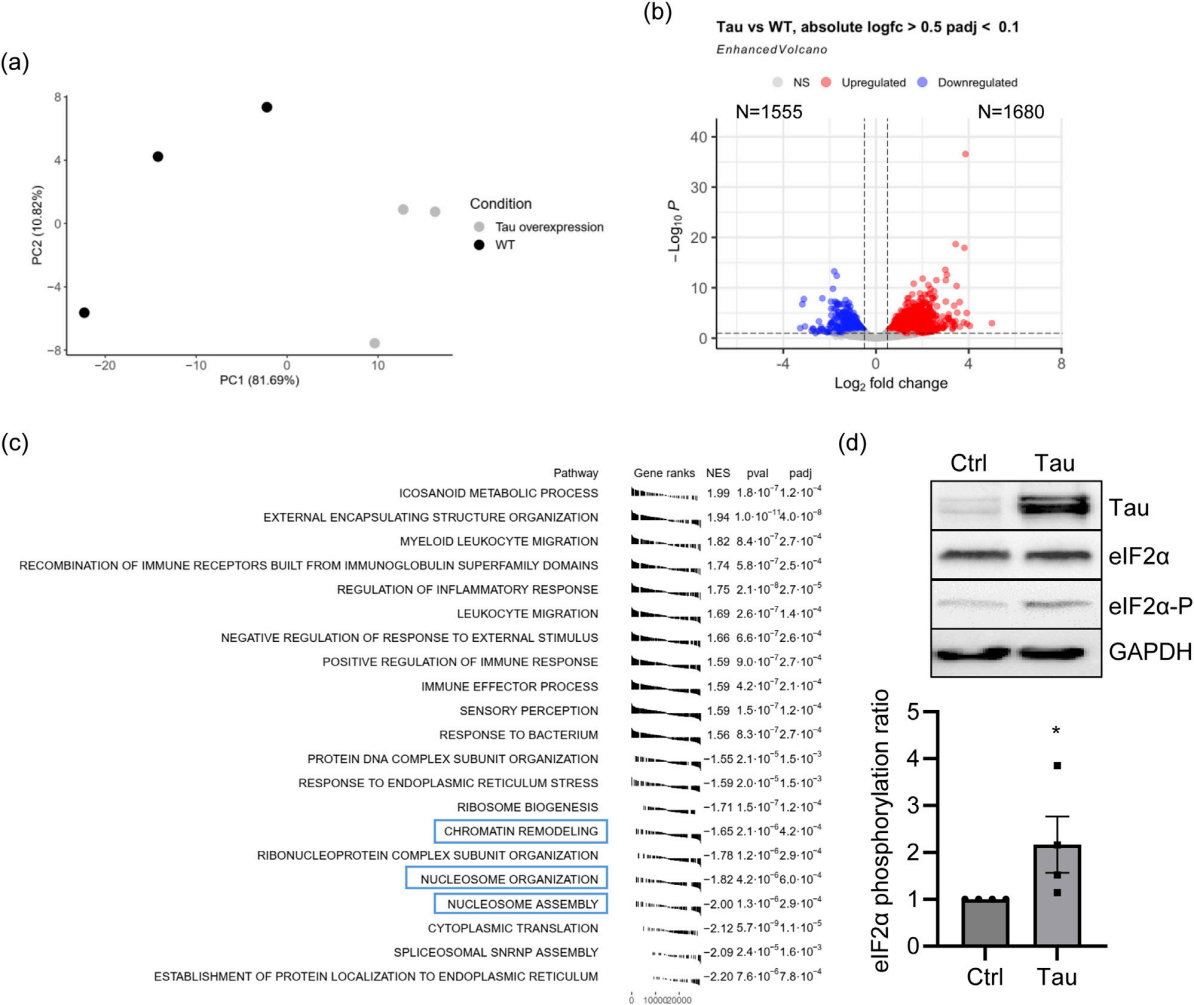
Tau overexpression in neuroblastoma cell lines leads to transcriptomic alterations. **(A)** PCA of proAD-mimic and control cells. **(B)** Volcano plot of DEGs. Red indicates upregulated genes, and blue indicates downregulated genes with |logFC| > 0.5 and FDR <0.1. Supplementary Table S1 for additional data **(C)** GSEA analysis (Biological Process) of the proAD-mimic transcriptome. **(D)** WB and relative quantification of differentiated SH-SY5Y cells overexpressing Tau (proAD-mimic; Tau) and control (Ctrl) cells. Tau, eIF2α and phosphorylated eIF2α (eIF2α-P) were measured with respect of the housekeeping GAPDH. The ratio between eIF2α-P and eIF2α has been reported in the graph. N = 4; *p < 0.05.

**TABLE 1:** Gene pathways altered by Tau. KEGG pathways of genes altered by Tau in neuroblastoma cell lines. Supplementary Table S2 for additional data.

Id	KEGG pathway	N	Pvalue
hsa04974	Protein digestion and absorption	20	1.38E-05
hsa04141	Protein processing in endoplasmic reticulum	53	2.04E-04
hsa04261	Adrenergic signaling in cardiomyocytes	33	2.61E-04
hsa04024	cAMP signaling pathway	45	2.82E-04
hsa04512	ECM-receptor interaction	22	2.86E-04
hsa04918	Thyroid hormone synthesis	18	8.21E-04
hsa04925	Aldosterone synthesis and secretion	22	9.15E-04
hsa04022	cGMP-PKG signaling pathway	28	1.04E-03
hsa05414	Dilated cardiomyopathy	25	1.25E-03
hsa04919	Thyroid hormone signaling pathway	19	1.61E-03
hsa04933	AGE-RAGE signaling pathway in diabetic complications	25	2.04E-03
hsa05031	Amphetamine addiction	18	2.08E-03
hsa04926	Relaxin signaling pathway	26	2.55E-03
hsa05206	MicroRNAs in cancer	40	2.71E-03
hsa05412	Arrhythmogenic right ventricular cardiomyopathy	22	4.72E-03
hsa05214	Glioma	14	5.78E-03
hsa04020	Calcium signaling pathway	49	7.90E-03
hsa04928	Parathyroid hormone synthesis, secretion and action	27	8.13E-03
hsa04151	PI3K-Akt signaling pathway	66	9.06E-03
hsa04972	Pancreatic secretion	21	9.53E-03
hsa05165	Human papillomavirus infection	64	9.58E-03
hsa05210	Colorectal cancer	19	9.79E-03
hsa04510	Focal adhesion	49	1.24E-02
hsa04730	Long-term depression	14	1.61E-02
hsa04961	Endocrine and other factor-regulated calcium reabsorption	14	1.66E-02
hsa04814	Motor proteins	36	1.69E-02
hsa04727	GABAergic synapse	18	1.76E-02
hsa04970	Salivary secretion	16	1.82E-02
hsa04068	FoxO signaling pathway	27	1.85E-02
hsa00564	Glycerophospholipid metabolism	20	2.01E-02
hsa04360	Axon guidance	44	2.07E-02
hsa05410	Hypertrophic cardiomyopathy	25	2.44E-02
hsa04921	Oxytocin signaling pathway	31	2.44E-02
hsa01521	EGFR tyrosine kinase inhibitor resistance	17	2.87E-02
hsa04915	Estrogen signaling pathway	24	3.09E-02
hsa04613	Neutrophil extracellular trap formation	16	3.14E-02
hsa04218	Cellular senescence	31	3.31E-02
hsa04927	Cortisol synthesis and secretion	15	3.61E-02
hsa05223	Non-small cell lung cancer	15	3.69E-02
hsa05166	Human T-cell leukemia virus 1 infection	43	3.76E-02
hsa05146	Amoebiasis	16	4.18E-02
hsa04350	TGF-beta signaling pathway	29	4.35E-02
hsa04611	Platelet activation	20	4.39E-02
hsa04270	Vascular smooth muscle contraction	27	4.43E-02
hsa05200	Pathways in cancer	96	4.53E-02
hsa00970	Aminoacyl-tRNA biosynthesis	11	4.56E-02
hsa04216	Ferroptosis	12	4.59E-02
hsa05034	Alcoholism	27	4.65E-02
hsa04060	Cytokine-cytokine receptor interaction	28	4.79E-02

### 3.2 Tau-dependent alteration of global gene expression *in vitro* resembles proAD conditions

To investigate whether Tau-dependent transcriptomic alteration replicates the dysregulation of genes in particular AD phases, we compared our RNA-seq data with the human brain transcriptome in various AD stages from a published dataset, GSE84422 (GPL97 platform). In this dataset AD brain samples are structured into 3 groups based on the integration of several diagnostic parameters (see Mat and Met): possible AD (posAD), probable AD (proAD) and definitive AD (defAD), representing early, intermediate, and late phases, respectively (Wang et al., 2016). The proAD condition significantly overlapped our dataset (Figure 2A). A correlation analysis with different AD stages in the temporal region revealed a positive correlation specifically between the cellular model and the proAD, while low or negative correlation with posAD and defAD respectively (Figure 2B). Hereinafter, the *in vitro* model of SH-SY5Y cells overexpressing Tau is referred to as proAD-mimic. By plotting the log fold changes (log2FCs) of proAD-mimic DEGs and posAD, proAD, and defAD, we found a positive correlation between our dataset and proAD, as expected, with approximately 75% of common genes displaying the same direction of regulation (R = 0.58 and *p* < 2.2e-16; Figure 2C). According to this analysis, the Tau-dependent gene alterations in the proAD-mimic represented a developing intermediate AD condition in the hippocampus. In addition, there was a negative correlation for posAD and no correlation for defAD (posAD: R = −0.3 and *p* < 0.00022; defAD: R = −0.086 and *p* value = 0.43; Figure 2D), with approximately 60%–65% common genes in the second and fourth quadrants. The heatmap representation of DEGs showed a higher sensitivity of the cellular model probably due to the differences in the techniques and in the cellular composition of the culture with respect to the multicellular composition of the brain. The heatmap restricted to upregulated and downregulated DEGS of the proAD-mimic, compared to posAD, proAD and defAD, indicates that the proAD dataset is the closest to the proAD-mimic, showing a comparable gene expression profile (Figure 2E). In addition, posAD and defAD present a comparable profile (Figure 2E), suggesting a bell-shaped trend of transcriptomic alteration during AD progression, as previously reported for synaptic pathways (Siano et al., 2020b; Amato et al., 2024).

**FIGURE 2:**
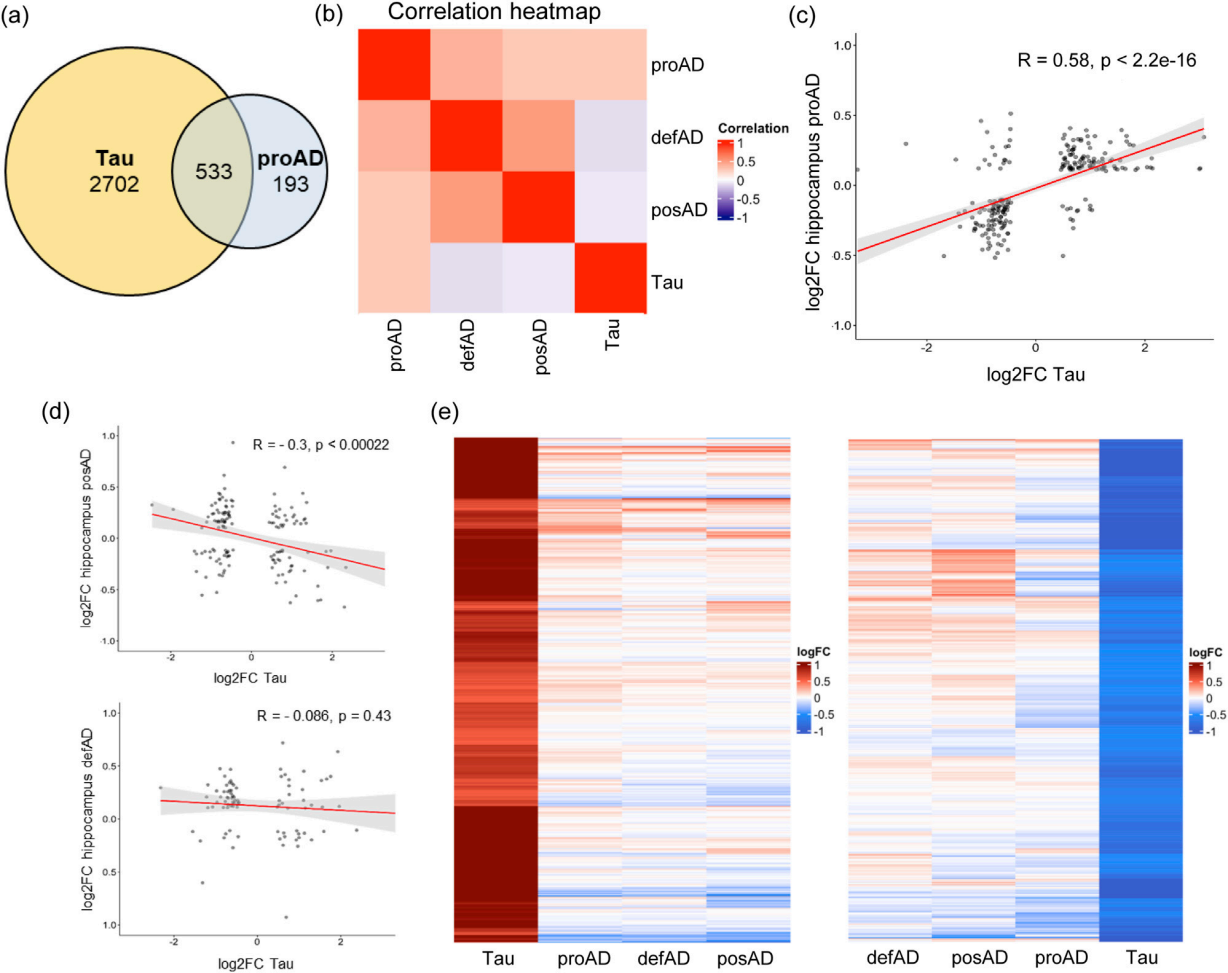
Tau-dependent transcriptome alteration correlates with the proAD stage in the human temporal region. **(A)** Common altered genes between proAD-mimic cells and proAD human brains. **(B)** Correlation heatmap of proAD-mimic model and AD brains stages. **(C)** Scatter plot representing the log2FCs of genes in proAD-mimic cells (*x*-axis) and proAD human brains (*y*-axis). **(D)** Scatter plot representing the log2FCs of genes in proAD-mimic cells (*x*-axis) and posAD or proAD human brains (*y*-axis). **(E)** Heatmap of upregulated and downregulated genes in proAD-mimic cells and posAD, proAD and defAD brains. Biological groups are ordered depending on their correlation profile proximity (proAD-mimic and proAD brain are always the closest profiles).

### 3.3 HP1α and H3K9me3 reduction occurs early in both cellular model and human brains

GSEA analyses revealed that the main nuclear pathway altered by Tau is associated with chromatin remodeling and nucleosome assembly (Figure 1C). 

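CBX5, which encodes HP1α, did not pass in edgeR, at 144 ± 7.42 CPM in control and 133 ± 36.4 CPM in the libraries labelled Tau (mean ± SD, n = 3 per group, log2 fold change -0.11, SE 0.20, adjusted p = 0.741). Its log2 fold change ran from -0.48 to 0.08 over 17 alternatives. The relatives CBX1 (HP1β, log2 fold change -0.50, SE 0.28, adjusted p = 0.254) and CBX3 (HP1γ, -0.66, SE 0.19, adjusted p = 0.0523) gave no call and a lower call in edgeR. The H3K9 methyltransferases SUV39H1 (0.05, SE 0.25, adjusted p = 0.909), SUV39H2 (-0.44, SE 0.21, adjusted p = 0.179), SETDB1 (0.08, SE 0.16, adjusted p = 0.776) and EHMT2 (0.03, SE 0.18, adjusted p = 0.934) and their partner TRIM28 (-0.12, SE 0.18, adjusted p = 0.690) did not pass in edgeR. LRIF1 (-0.75, SE 0.20, adjusted p = 0.0389) and LBR (-0.64, SE 0.21, adjusted p = 0.0772) were lower and the H4K20 methyltransferase KMT5C was higher (0.88, SE 0.21, adjusted p = 0.0293, edgeR). Among the remodelers CHD9 was the gene called, from 36.0 ± 12.4 to 17.2 ± 1.57 CPM (-1.07, SE 0.24, adjusted p = 0.0233, edgeR). HDAC5 was higher (0.76, SE 0.17, adjusted p = 0.0217) and SIRT1 lower (-0.97, SE 0.20, adjusted p = 0.0166), while HDAC1 (0.23, SE 0.19, adjusted p = 0.432) and the demethylases KDM6B (0.34, SE 0.20, adjusted p = 0.266), KDM1B (-0.52, SE 0.20, adjusted p = 0.109) and KDM7A (-0.38, SE 0.20, adjusted p = 0.239) did not pass in edgeR. The Polycomb genes BMI1 (-1.21, SE 0.26, adjusted p = 0.0203), RNF2 (-0.85, SE 0.23, adjusted p = 0.0389) and AEBP2 (-0.80, SE 0.24, adjusted p = 0.0540) were lower and PHF19 was higher (0.58, SE 0.21, adjusted p = 0.0916, edgeR). Of zinc finger genes, ZNF736 (-1.26, SE 0.29, adjusted p = 0.0246), ZNF655 (-0.86, SE 0.20, adjusted p = 0.0275) and ZNF781 (-1.17, SE 0.28, adjusted p = 0.0275) were lower and ZNF883 was higher (2.03, SE 0.38, adjusted p = 0.0133, edgeR). Calls on chromatin genes end in edgeR without control replicate 1 (CHD9, CBX3, LRIF1, LBR, KMT5C, HDAC5, SIRT1, BMI1, RNF2, AEBP2, PHF19, ZNF736, ZNF655 and ZNF781, adjusted p = 0.135, 0.187, 0.166, 0.257, 0.142, 0.127, 0.111, 0.124, 0.150, 0.218, 0.199, 0.138, 0.145 and 0.146), control replicate 2 (CBX3, LBR, RNF2, AEBP2 and PHF19, adjusted p = 0.121, 0.135, 0.106, 0.109 and 0.248), Tau replicate 1 (CBX3, AEBP2 and PHF19, adjusted p = 0.109, 0.123 and 0.154), Tau replicate 2 (CBX3, LRIF1, LBR, KMT5C, RNF2, AEBP2 and PHF19, adjusted p = 0.160, 0.131, 0.226, 0.111, 0.127, 0.152 and 0.279) and Tau replicate 3 (CBX3, LRIF1, LBR, RNF2, AEBP2 and PHF19, adjusted p = 0.177, 0.106, 0.264, 0.112, 0.137 and 0.136), with 3.75e-07 to 0.436 over their alternatives. KMT5C, HDAC5 and PHF19 lose their calls in edgeR with total counts (log2 fold change 0.56, 0.45 and 0.28, adjusted p = 0.156, 0.216 and 0.415), and also in limma on RPM. LBR loses its call in limma with cyclic loess (log2 fold change -0.57, adjusted p = 0.104). CBX3, LRIF1, LBR, KMT5C, HDAC5, RNF2, AEBP2 and PHF19 lose their calls in edgeR with the GC trend removed, chosen after seeing the data (log2 fold change -0.37, -0.42, -0.29, 0.47, 0.45, -0.45, -0.46 and 0.40, adjusted p = 0.186, 0.144, 0.380, 0.123, 0.0792, 0.187, 0.170 and 0.216). CBX1 gains a call in edgeR without the low-count filter (-0.52, adjusted p = 0.0812) and in edgeR without control replicate 3 (-0.70, adjusted p = 0.0992). SUV39H2 gains a call in edgeR without control replicate 3 (-0.61, adjusted p = 0.0404). KDM6B gains a call in edgeR without control replicate 3 (0.57, adjusted p = 0.0344). KDM1B gains a call in edgeR's exact test (-0.52, adjusted p = 0.0967), in limma on RPM (-0.79, adjusted p = 0.0843), in edgeR with total counts (-0.88, adjusted p = 0.0743) and in edgeR without control replicate 3 (-0.64, adjusted p = 0.0382). KDM7A gains a call in edgeR without control replicate 3 (-0.50, adjusted p = 0.0886).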

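With all 6 libraries and the preset correlation, limma's camera called none of the 7 lists of chromatin regulators and ZNF genes given here between Tau and control, while other list tests and settings called 3 of them. Histone chaperones and replication-dependent histones, described with the nucleosome genes, are not among these 7. Limma's camera called both lower (adjusted p = 0.0461 and 0.0247, and 0.250 for each with an estimated correlation). Remodelers that use ATP had 1 lower of 45 (none without control replicate 1 (2 at an unadjusted p under 0.05), 6 and 2 without control replicate 3 and Tau replicate 1) and 1 over the list alone (median log2 fold change -0.14, camera adjusted p = 0.139, 0.308 with an estimated correlation, 0.020 to 0.452 over 18 alternatives). Heterochromatin proteins and H3K9 methyltransferases had 3 lower (none without control replicate 1 and Tau replicates 2 and 3 (2, 3 and 2 at an unadjusted p under 0.05), 1 and 5 without control replicates 2 and 3) and 1 higher (none without control replicate 1 and Tau replicate 2 (1 and 1 at an unadjusted p under 0.05)) of 26, 3 and 1 over the list alone. Their median of -0.03 turns to 0.01 with the GC trend removed (camera adjusted p = 0.368, 0.498 with an estimated correlation, 0.0558 to 0.797 over 18 alternatives). Lysine demethylases had 0 of 18 called by edgeR, DESeq2 or voom, with 1 lower and 0 higher at an unadjusted p under 0.05 in edgeR, and calls of 2 lower and 1 higher without control replicate 3 (median -0.15, camera adjusted p = 0.455, 0.633 with an estimated correlation, 0.0949 to 0.810 over 18 alternatives). Acetyltransferases had KAT2A called higher of 14 (none without control replicate 1 (1 at an unadjusted p under 0.05), 1 over the list alone, median -0.24, camera adjusted p = 0.296, 0.486 with an estimated correlation, 0.0896 to 0.805 over 18 alternatives). Deacetylases and sirtuins had 1 higher (none without control replicate 1 (1 at an unadjusted p under 0.05), 3 without control replicate 3) and 1 lower (none without control replicate 1 (1 at an unadjusted p under 0.05), 2 without control replicate 3) of 18, 1 and 1 over the list alone. Their median of 0.12 turns to -0.21 with total counts (camera adjusted p = 0.510, 0.688 with an estimated correlation, 0.276 to 0.937 over 18 alternatives). Polycomb proteins had 5 lower (none without control replicate 1 (4 at an unadjusted p under 0.05), 1, 2, 1 and 1 without control replicate 2 and Tau replicates 1, 2 and 3) and 1 higher (none without control replicates 1 and 2 and Tau replicates 1, 2 and 3 (1, 0, 2, 0 and 1 at an unadjusted p under 0.05), 2 without control replicate 3) of 27, 5 and 1 over the list alone. Their median was -0.12 (camera adjusted p = 0.164, 0.343 with an estimated correlation, 0.0433 to 0.439 over 18 alternatives). ZNF genes had 29 lower (none without control replicate 1 (27 at an unadjusted p under 0.05), 17, 72, 10, 10 and 6 without control replicates 2 and 3 and Tau replicates 1, 2 and 3) and 15 higher (2, 4, 3 and 5 without control replicates 1 and 2 and Tau replicates 2 and 3) of 464. Their median was -0.13 (camera adjusted p = 0.0672, 0.608 with an estimated correlation, 7.37e-06 to 0.608 over 18 alternatives). Over the list alone 2 were higher and 0 lower in edgeR, against 63 lower at an unadjusted p under 0.05 and 31 lower in DESeq2 over all genes. In the fit with the GC trend removed, chosen after seeing the data, edgeR called 4 of the remodelers lower, none of the heterochromatin genes higher (1 at an unadjusted p under 0.05) and none lower (3 at an unadjusted p under 0.05), 1 of the acetyltransferases lower, none of the deacetylases higher (2 at an unadjusted p under 0.05), none of the Polycomb genes higher (1 at an unadjusted p under 0.05) and 2 lower and 17 of the ZNF genes lower. The list of remodelers, not called by limma's camera, is called in fry (adjusted p = 0.020) and without the low-count filter (0.0299). The list of Polycomb proteins, not called by limma's camera, is called without the low-count filter (adjusted p = 0.0472), and, chosen after seeing the data, with the mitochondrial covariate (0.0433). The list of ZNF genes, not called by limma's camera, is called in fgsea (adjusted p = 7.37e-06), without the low-count filter (0.0130), with cyclic loess (0.0109), without control replicate 2 (0.0170) and without Tau replicate 2 (0.00767), and, chosen after seeing the data, with the mitochondrial covariate (0.00231). Medians with total counts are -0.48 for remodelers, -0.36 for heterochromatin genes, -0.47 for demethylases, -0.56 for acetyltransferases, -0.44 for Polycomb proteins and -0.47 for ZNF genes.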

Due to the relevance of these mechanisms in gene expression regulation and genome stability, we investigated their impact in the meta-analysis with AD brains at different stages. We performed GO analyses of the common DEGs between the proAD-mimic and the human proAD dataset and we observed that most of the identified pathways are associated with nucleotide metabolism, transcription and chromatin remodeling (Figure 3A). 

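BTG2, an antiproliferative cofactor of transcription, was higher in the libraries labelled Tau, from 9.23 ± 1.97 to 22.0 ± 1.86 CPM (mean ± SD, n = 3 per group, log2 fold change 1.25, SE 0.20, adjusted p = 0.00782, edgeR). CEBPB, a transcription factor of stress and inflammation, was lower, from 17.2 ± 4.82 to 6.58 ± 0.610 CPM (-1.38, SE 0.23, adjusted p = 0.00892, edgeR). BTG2, AGER and HR had the smallest p among the higher genes of Supplementary Table S4, and XBP1, HSPA5 and CEBPB among the lower genes. Under transcription, 41 of 68 tested genes were lower and 14 higher, and under chromatin 19 of 28 were lower and 4 higher by edgeR. Of 19 histone genes in the table's sense, 15 were lower and 1 was higher, of 6 under methylation 3 were lower and 1 higher, and the genes under acetylation, XBP1 and DEK, were both lower. AGER, HR and DEK were chosen after their values were seen. Over all terms, 77 distinct genes were tested, with 49 lower, 14 higher and 14 not called. The study took these genes from those changed in the same samples, so their direction is not independent evidence, and the brain data they are set against were not analysed here. Leaving out a library, a comparison chosen after seeing the data, left 6 lower and 1 higher without control replicate 1, 24 and 9 without control replicate 2, 24 and 9 without Tau replicate 1, 14 and 7 without Tau replicate 2, and 15 and 9 without Tau replicate 3. Scaled to total counts, 3 were higher, and with the GC trend removed, also chosen after seeing the data, 15 were lower and 6 higher.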

To understand how these pathways are modulated in disease progression, we retrieved the genes with GO annotation terms related to chromatin remodeling, transcriptional and epigenetic regulation (Transcription, Chromatin, Acetylation, Methylation, Histone) (Supplementary Table S4), and we calculated their correlation between proAD-mimic and AD brains. Pathways related to transcription and chromatin modifications were uncorrelated or anticorrelated in the posAD and defAD stages, while we found a positive correlation in proAD (Figure 3B). This result suggests a key role for Tau in this temporal window of pathology and shows that the increase in total and soluble Tau can lead to the alteration of transcription networks (Kurbatskaya et al., 2016; Han et al., 2017). To independently detect networks of co-expressed genes that may be altered in disease progression, we employed a longitudinal weighted gene coexpression network analysis (WGCNA) on temporal lobe samples from both AD and healthy individuals. This unbiased analysis revealed two distinct modules related to nuclear functions and dysregulated in AD brains: the Pink and the Darkgrey modules (Supplementary Figure S4; Supplementary Table S6, S7). The GO analysis of these modules highlighted functions such as DNA binding and transcription regulation. These findings support the results obtained from meta-analyses, suggesting that pathways associated with chromatin and gene expression may indeed be affected during disease progression.

**FIGURE 3:**
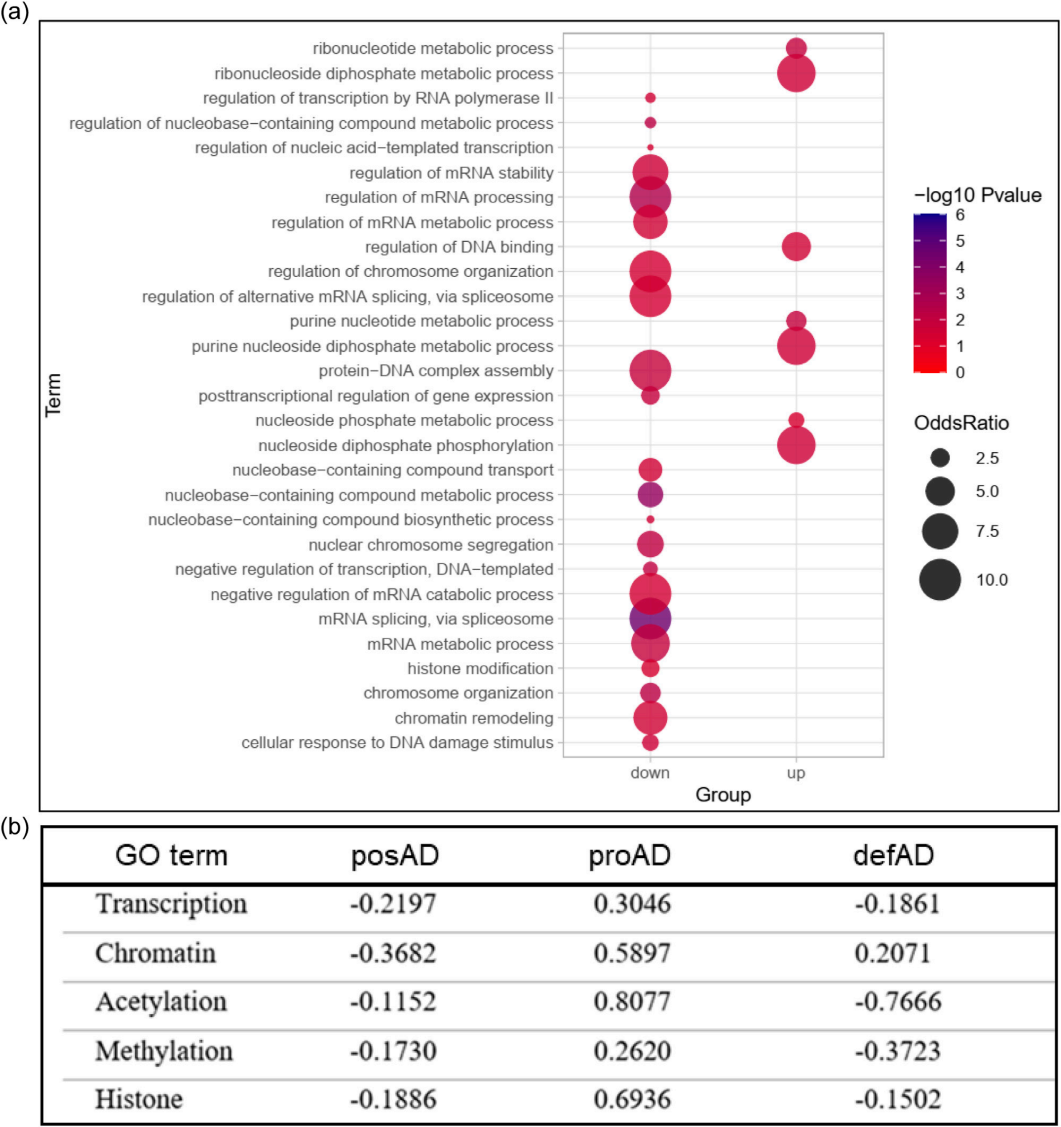
Chromatin remodeling pathways are altered by Tau. **(A)** GO analysis of proAD-mimic vs proAD common DEGs. **(B)** Correlation analysis of DEGs in chromatin remodeling pathways in posAD, proAD and defAD. Supplementary Table S4 for additional data.

Based on these data, we hypothesize that, in the early stages of the pathology, Tau might alter the expression of genes related to chromatin structure and organization, thus influencing genome stability and transcription. To elucidate chromatin remodeling deregulation, we detected the heterochromatin markers HP1α and H3K9me3, and we observed a significant reduction in the proAD-mimic compared to control cells by both immunoblotting (WB) (Figure 4A) and immunofluorescence (IF) (Figure 4B). These results indicate that increased Tau levels alter the amount of chromatin remodeling factors HP1α and H3K9me3, leading to a reduction in heterochromatin markers that mimics an early/intermediate AD condition. Of note, we observed that forcing the translocation of Tau (TauNLS) into the nuclear compartment still results in HP1α and H3K9me3 reduction and heterochromatin loss (Figure 4B).

**FIGURE 4:**
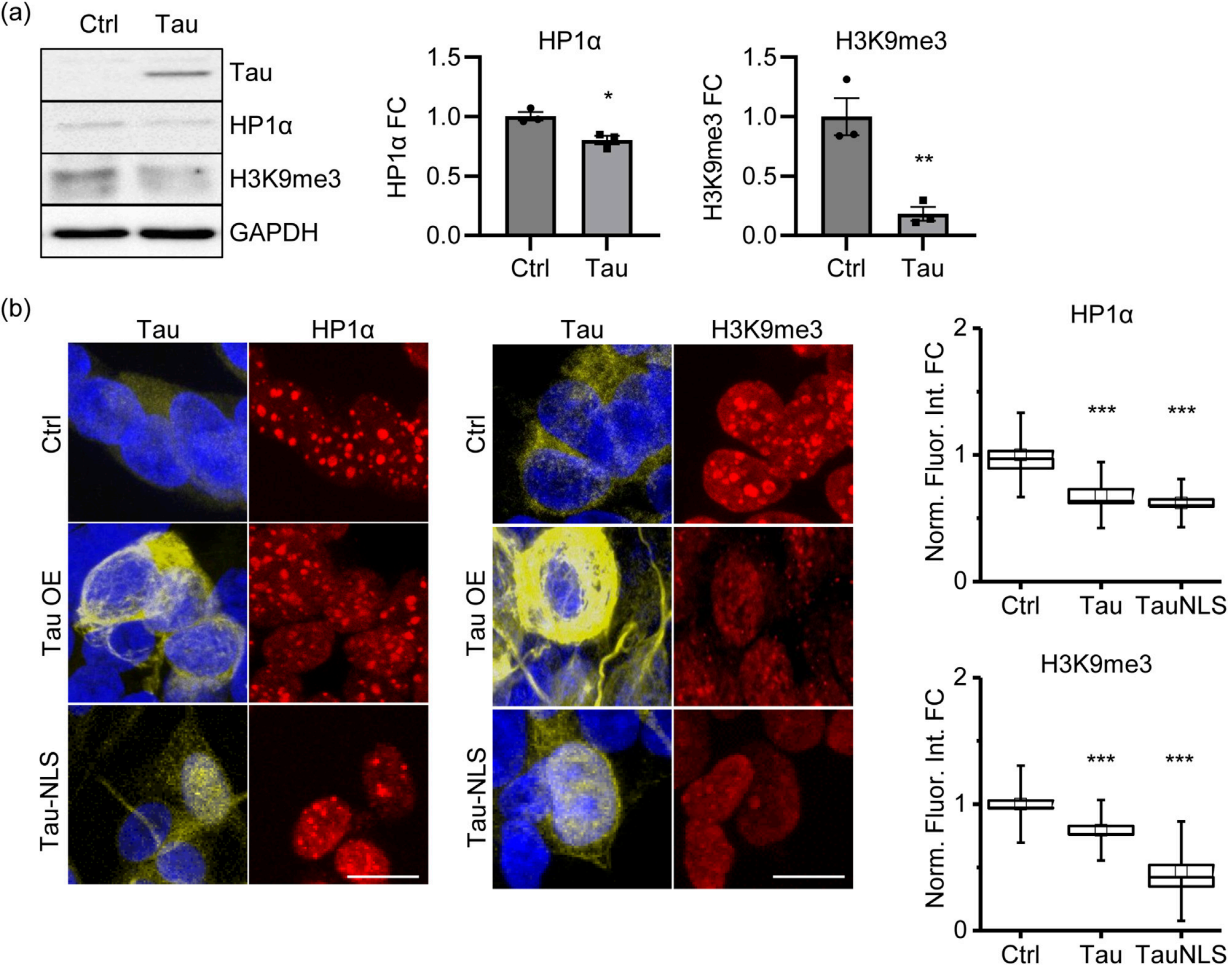
Tau induces a loss of heterochromatin markers. **(A)** WB of the heterochromatin markers HP1α and H3K9me3 in proAD-mimic (Tau) and control (Ctrl) cells. Relative quantification, bar plot of HP1α and H3K9me3 fold change in proAD-mimic (Tau) and control (Ctrl) cells. N = 3. **(B)** Immunofluorescence and relative quantification of HP1α and H3K9me3 in proAD-mimic and control cells. Red: HP1α/H3K9me3; yellow: Tau; blue: DAPI. (for HP1α analysis N = 60 in Ctrl cells; N = 30 in Tau overexpressing cells; N = 46 TauNLS) (for H3Kpme3 analysis N = 60 in Ctrl cells; N = 46 in Tau overexpressing cells; N = 68 TauNLS) Scale bar: 5 µm *p < 0.05; **p < 0.01.

To confirm these results, we analyzed the temporal lobes of control (BS1/2) and AD patients at early/intermediate pathological stages. By WB analysis, we observed a significant reduction in HP1α but not H3K9me3 levels (Figure 5A) at Braak stages 3 and 4 (BS3/4) compared to those in controls (BS1/2). In IF experiments, we labelled AD temporal lobes with the Tau^AT8^ phospho-epitope as a marker of Tau pathology and NeuN as a marker of neuronal cells. At BS3 and BS4, we observed a sparse AT8 signal in a small percentage of NeuN^+^ cells. We analyzed the heterochromatin marker H3K9me3, and we observed that the total fluorescence was not altered as much as in the WB experiment. However, upon measuring the H3K9me3 signal in Tau^AT8^-positive neurons, we observed a significantly weaker signal than that in healthy brains (Figure 5B). Of note, at late AD stages (BS5/6), the AT8 signal was detected in all tissues as expected, and the total H3K9me3 fluorescence was significantly reduced, further supporting our evidence regarding the Tau-dependent alteration of heterochromatin (Figures 5A,B). This finding further supports the interplay between pathological Tau and heterochromatin changes in stages that anticipate the defAD condition.

**FIGURE 5:**
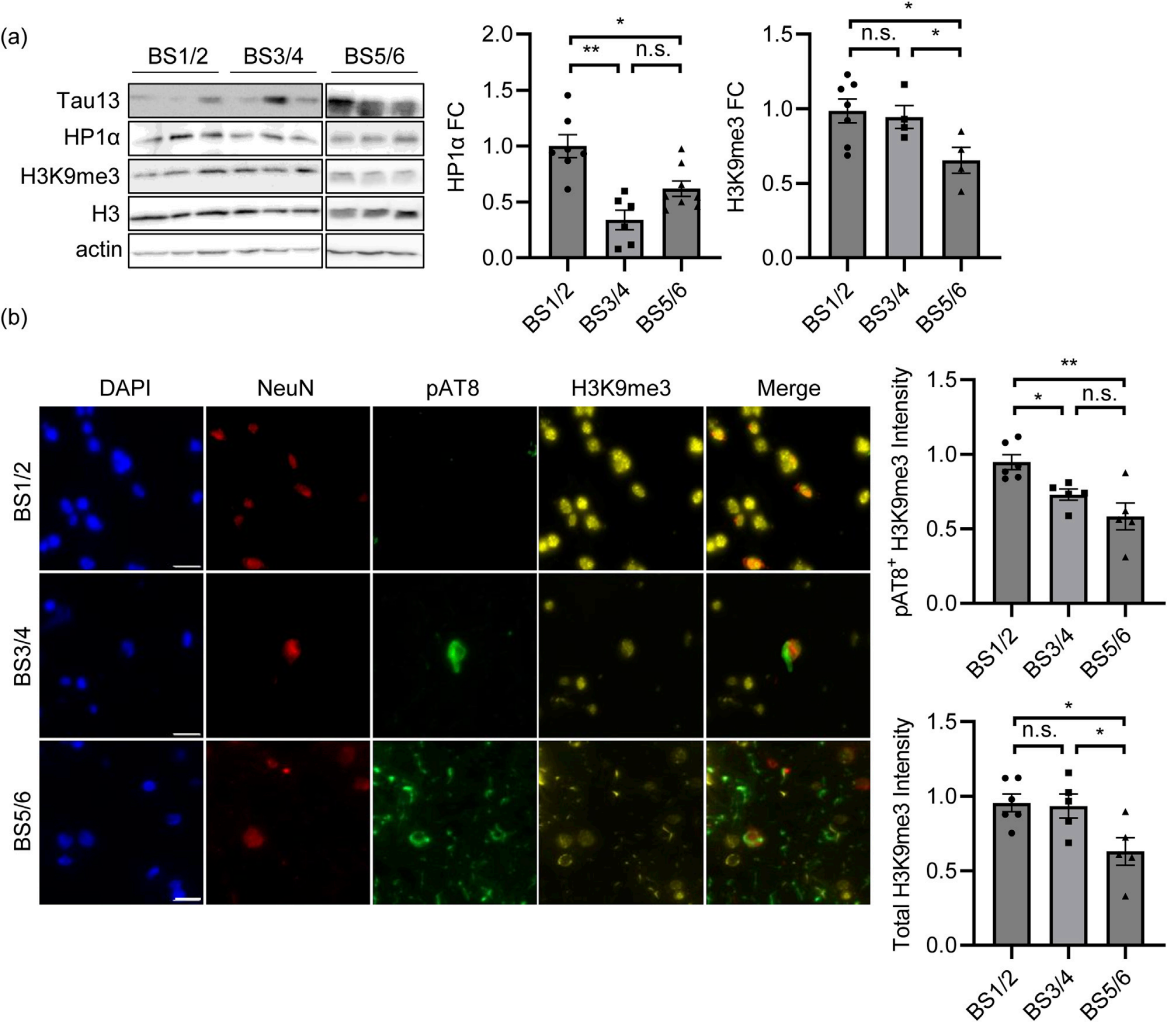
Heterochromatin changes are associated with Tau pathology in AD temporal lobes at intermediate stages. **(A)** WB of heterochromatin markers HP1α and H3K9me3 in human brain samples at BS1/2 (N = 7), BS3/4 (N = 6) and BS5/6 (N = 8) and relative quantification. Histone H3 and Actin are the housekeeping genes. HP1α and H3K9me3 fold change is reported in the graphs. H3K9me3 has been normalized on total H3 histone. **(B)** Immunofluorescence and relative quantification of H3K9me3 in human brain samples at BS1/2 (N = 6), BS3/4 (N = 5) and BS5/6 (N = 5). Red: NeuN; yellow: H3K9me3; green: pAT8; blue: DAPI. Scale bar: 20 µm *p < 0.05; **p < 0.01.

### 3.4 Tau-dependent transcriptomic profile is associated with chromatin architecture markers in AD

To assess whether transcriptomic changes induced by Tau overexpression in the proAD-mimic model are associated to alterations in the chromatin state also observed in AD brains, we compared our DEGs to genes with changes in histone acetylation in AD patients. We gathered ChIP-seq data on the acetylation marks H3K27ac, H3K9ac and H3K122ac, associated to active enhancers and transcription, from four independent datasets of post-mortem AD brains (Marzi et al., 2018; Klein et al., 2019; Nativio et al., 2020; Patel et al., 2023). The datasets span different brain regions (entorhinal cortex, prefrontal cortex, lateral temporal lobe) from AD patients and matched controls, for a total of 764 donors, 457 of whom had AD.

We classified genes into three categories according to the change in acetylation across all datasets: ‘down’ if acetylation decreased in all datasets reporting a change (N = 637), ‘up’ if it increased (N = 563), and ‘any’ if the direction of change was inconsistent across datasets (N = 644). Among the downregulated DEGs, 58.3% were associated with acetylation changes in at least one dataset, and the majority (26.1%) showed a decrease in acetylation, consistent with reduced transcription (Figure 6A). Similarly, 55.8% of the upregulated DEGs had a change in acetylation in AD, mainly an increase (22.3%) (Figure 6B). Therefore, differential genes show changes in acetylation consistent with the change in transcription, suggesting that they could be correlated. A small proportion of genes (12.1% for down- and 13.8% for upregulated DEGs) displayed an opposite change in acetylation, potentially due to differences between the cell line model and the brain tissue, and to the early AD stage of the model *versus* the late AD stage of the patient-derived sample.

**FIGURE 6:**
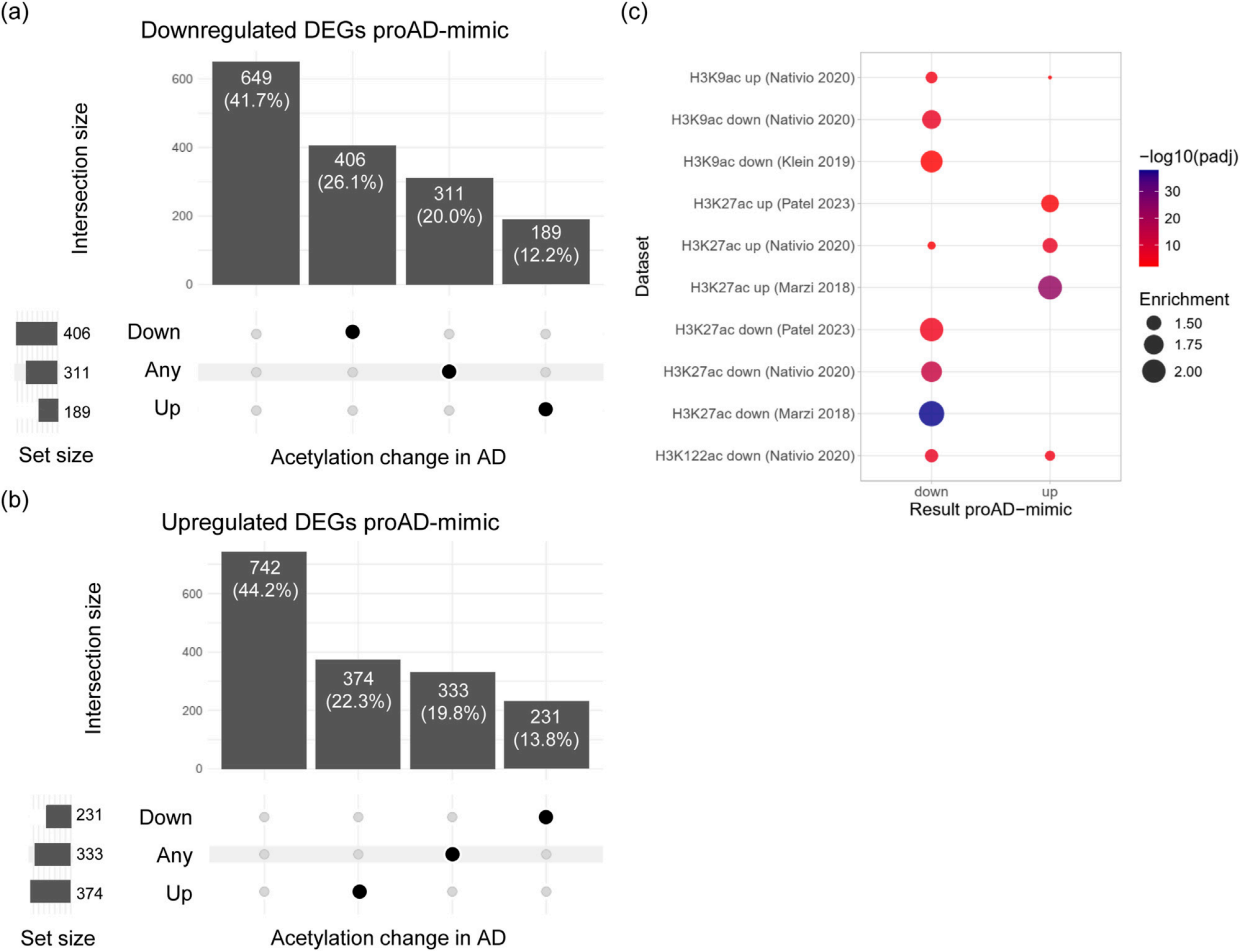
DEGs in the proAD-mimic transcriptome show changes in chromatin state in AD brains. **(A)** Upset plot displaying the overlap of downregulated DEGs in proAD-mimic condition with genes associated to changes in acetylation in AD. The overlap is reported as the number of genes in the exclusive intersection and their percentage over the total downregulated DEGs. **(B)** Upset plot showing the overlap of upregulated DEGs in proAD-mimic condition with genes associated to changes in acetylation in AD. The number of genes and their percentage over the upregulated DEGs are reported for each intersection. **(C)** Overrepresentation analysis of increased and decreased acetylation markers from different AD brain datasets in up- and downregulated DEGs from the proAD-mimic transcriptome. The point size is proportional to the enrichment, and the color to the BH-adjusted *p* value of the hypergeometric test.

To test if the proportion of genes with acetylation changes among the proAD-mimic DEGs is higher than expected by chance, we performed an overrepresentation analysis of the differentially acetylated genes from AD brain datasets in the proAD-mimic up- and downregulated DEGs (Figure 6C). Genes with reduced acetylation on H3K27, H3K122 and H3K9 were overrepresented among the downregulated proAD-mimic DEGs, while genes with increased acetylation were generally enriched in the upregulated DEGs, confirming the concordance between chromatin state and transcription. Increased H3K9ac from Nativio et al., 2020 was the only exception, probably due to differences between the cell line model and the brain tissue, to the early AD stage of the model *versus* the late AD stage of the human sample, and to the technical limitations. Overall, transcriptional changes in the proAD-mimic model are associated with alterations in the chromatin state in AD patients and display similar trends, suggesting that our model reflects epigenetic and transcriptional changes in the AD brain.

## 4 Discussion

In addition to the current literature’s emphasis on Tau and chromatin remodeling in late stages, our study introduces a novel finding: Tau is actively involved in transcriptomic alterations in the early stages of Alzheimer’s disease pathology. This discovery sheds light on the disease progression and provides valuable insights for potential therapeutic interventions. Indeed, we found that Tau-dependent loss of heterochromatin markers occurs before irreversible neuronal damage and the onset of definitive AD. Building upon our prior findings regarding the role of pathological Tau in glutamatergic gene expression alterations, we investigated the connection between Tau and global transcriptional changes during AD progression (Siano et al., 2019b; Siano et al., 2020b). The increased availability of Tau led to changes in synaptic genes and a broader transcriptomic rearrangement (Siano et al., 2021), consistent with findings in other models, supporting that Tau-dependent gene modulation is an intrinsic function of Tau (Elrod et al., 2019; Montalbano et al., 2021). The GO and GSEA analyses of the transcriptome in the cellular model identified terms related to synaptic functions, as expected (Siano et al., 2019b; Siano et al., 2020b). Additionally, we found terms that are relevant for neuronal physiology and pathology, such as protein metabolism and immune system, and less canonical pathways, such as RNA metabolism or extracellular matrix remodeling (Violet et al., 2014; Hernández-Ortega et al., 2016; Chauderlier et al., 2018; Ma et al., 2020). To functionally validate our analysis, we measured the phosphorylation of eIF2α and we observed a significant increase of this well-known marker of response to ER stress and translational mechanisms (Clemens, 2001; Radford et al., 2015; Gerakis and Hetz, 2018; Shacham et al., 2021). Remarkably the GSEA analysis highlights nuclear pathways specifically associated with chromatin remodeling, suggesting that Tau altered levels could affect this function.

We conducted a meta-analysis to explore Tau-dependent pathways in AD progression. We compared the transcriptome of the *in vitro* model with datasets from brains at three AD stages. Notably, we observed an overlap of differentially expressed genes (DEGs) with the proAD stage. This finding supports the hypothesis that gene expression changes induced by Tau reflect a pathological condition preceding late AD phases. Consequently, we designated our cellular model as ‘proAD-mimic.’

A gene-by-gene FC comparison indicated a positive correlation between the proAD-mimic and proAD brains, indicating that the transcriptomic modifications observed in patients might be also mediated by Tau pathology, as previously suggested (Siano et al., 2021). Indeed, in proAD conditions, the Tau protein is destabilized, oligomerized, and highly soluble (Alonso et al., 1997; Guo et al., 2017; Lowe et al., 2018). Furthermore, the total and soluble amounts of Tau are significantly elevated in intermediate stages, especially in frontal and temporal brain regions, suggesting that the increase in Tau level can impair neuronal homeostasis and drive the pathological changes observed in late phases (Kurbatskaya et al., 2016; Han et al., 2017). In this context, several functions are compromised, such as synaptic transmission and DNA repair, and our findings suggest that these pathways could be transcriptionally altered by Tau (Colnaghi et al., 2020; Siano et al., 2021). Notably, the meta-analysis identified the proAD mimic as a reliable model to resemble a developing intermediate stage (proAD) *in vitro*.

The specificity of the proAD-mimic was further strengthened by the comparison with posAD and defAD brains. The posAD and defAD transcriptomes were negatively correlated and not correlated with our dataset, respectively. The negative correlation with posAD might suggest early transcriptomic compensation to prevent Tau-dependent alterations and to maintain neuronal homeostasis. In contrast, the loss of correlation with the terminal stages could be the consequence of excessive transcriptomic and functional damage in proAD leading to global gene dysregulation. This evidence closely relates to our previous study on the human prefrontal cortex. We observed significant deregulation of synaptic genes mainly at Braak stages 3 and 4 (early or intermediate AD stage), and we hypothesized a causal link with destabilized and oligomerized Tau protein (Siano et al., 2020b). Our meta-analysis further confirmed that in early and intermediate pathological stages, there is a Tau-dependent transcriptomic alteration impinging on the synaptic pathways.

We previously demonstrated that the imbalance of Tau in the nucleus causes alterations in glutamatergic genes. Here, we found that Tau alters other neuronal pathways associated with stages preceding severe AD pathology that are characterized by higher Tau levels in turn (Kurbatskaya et al., 2016; Han et al., 2017). Remarkably, by GSEA analysis on the proAD-mimic, we observed nuclear pathways exclusively associated with chromatin remodeling. These data are further supported by the employment of WGCNA analysis on AD brain samples, an unbiased technique that shows, among several pathways, loss of co-regulation of terms associated with DNA binding and transcription regulation during AD progression. Due to the increasing interest in alternative functions of Tau and the still scarce literature about its nuclear role, we examined the chromatin and transcriptional pathways emerging from the meta-analysis. The GO analysis of common genes in proAD-mimic and AD brains dataset identified several terms related to transcription and chromatin remodeling. The correlation analysis of epigenetic terms showed a positive correlation with proAD, as expected, whereas a negative correlation and no regulation were observed in posAD and defAD stages, respectively. The Tau-dependent alteration of chromatin remodeling pathways associated with proAD supports an early modification of chromatin structures (Eissenberg and Elgin, 2014; Frost et al., 2014; El Hajjar et al., 2019; Napoletano et al., 2021). Of note, the negative correlation with posAD suggests a Tau-dependent mechanism leading to a homeostatic compensative balance. The reductions of heterochromatin markers, HP1α and H3K9me3, in the proAD-mimic indicated Tau as a major factor leading to the loss of heterochromatin. We confirmed this evidence in human temporal tissues. At early/intermediate stages, H3K9me3 signal is specifically reduced in neurons that exhibit hyperphosphorylation of Tau at AT8 epitope, commonly associated with Tau pathology (Neddens et al., 2018), according with our previous observations. However, HP1α showed a stronger and wider reduction than H3K9me3. It is conceivable that alteration of HP1α, a general marker of heterochromatin, could be more responsive to minor Tau perturbations or that other mechanisms might have contributed. These data imply that Tau can affect chromatin pathways and cause heterochromatin loss in intermediate AD stages, thus influencing transcriptional mechanisms. In this context, a few specific evidences show the involvement of nuclear Tau in mechanisms associated with gene expression, such as the interaction of Tau with: i) TRIM28, to preserve the genomic stability (Rousseaux et al., 2016); ii) KDM6B, to regulate the expression of glutamatergic genes (Wang et al., 2022); iii) histones, to confer genotoxic resistance (Rico et al., 2021). Furthermore, we previously reported a competitive relationship between Tau and HDAC1 in the nuclear compartment leading to the pathological alteration of synaptic genes expression (Siano et al., 2023). Here, we found that nuclear Tau participates in the modulation of chromatin architecture, suggesting that it might be involved in the early pathological signature in AD.

The early alterations of HP1α and H3K9me3 could affect chromatin structure, thus enhancing transcriptional deregulation with a positive feedback mechanism. It is noteworthy that our *in vitro* system is sensitive to the modulation of Tau leading to transcriptome alterations and chromatin reorganization in earlier steps of the disease, suggesting that Tau dysfunction might be hierarchically upstream via direct interaction with chromatin, chromatin remodelers, or transcription factors or indirectly via modification of cofactor function. Further analysis, such as ChIP-sequencing and Hi-C could identify genomic loci and mechanisms involved in this dysregulation. Here, we reported the meta-analysis comparing the proAD-mimic transcriptome with several ChIP-seq databases of chromatin markers in AD brains. Consistently, the up- and downregulated genes fall in open or closed chromatin regions, respectively. The changes in chromatin structure and the concomitant transcriptomic alteration might feed into a self-perpetuating mechanism, causing a progressive disruption of transcriptome homeostasis and neuronal functions, which drives neurodegeneration. Nevertheless, based on our findings related to protein homeostasis disruption, it remains possible that some of the transcriptional changes are influenced by translational pathways. In addition, it has been previously reported that different Tau isoforms are able to translocate in the nucleus with different efficiencies, providing further insights about the effect of nuclear Tau on transcriptional and chromatin remodeling alterations (Liu and Götz, 2013). Our data suggest that neuronal damage caused by pathological Tau occurs and must be prevented early by targeting cellular mechanisms associated with transcription regulation. Beside the value of developing an *in vitro* model to study Tau-dependent genome modulation, it would be interesting to investigate the impact and extent of Tau-driven pathology on other brain cell types such as astrocytes and microglia.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/, GSE239956, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE239956.

# Supplementary material for: Tau mediates the reshaping of the transcriptional landscape toward intermediate Alzheimer’s disease stages
**Source:** Front Cell Dev Biol. 2025 Jan 3;12:1459573. doi: 10.3389/fcell.2024.1459573
**Supplement:** Supplementary file 3

(a)

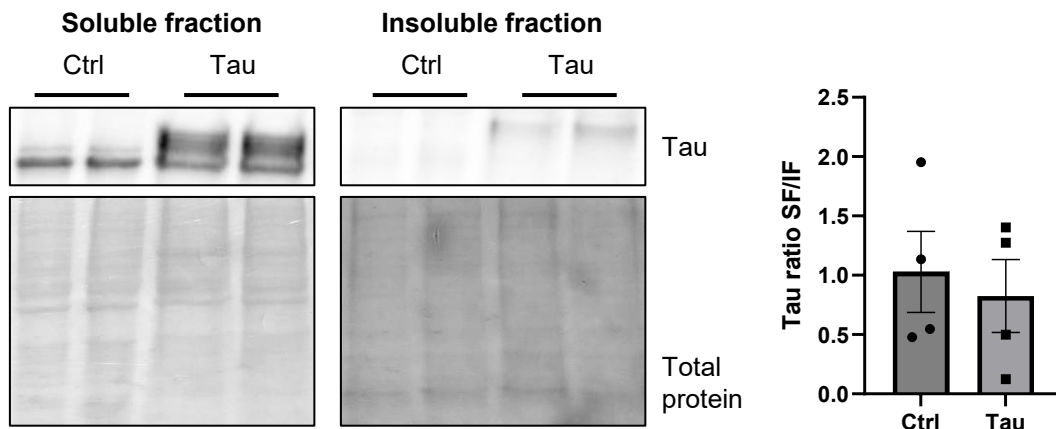

Suppl. Fig 3. Overexpressed Tau is as soluble as the endogenous one. Western blot analyses of soluble and insoluble fractions obtained by subcellular fractionation performed as in Siano et al 2019, and relative quantification. N=4.

# Supplementary material for: Tau mediates the reshaping of the transcriptional landscape toward intermediate Alzheimer’s disease stages
**Source:** Front Cell Dev Biol. 2025 Jan 3;12:1459573. doi: 10.3389/fcell.2024.1459573
**Supplement:** Supplementary file 5

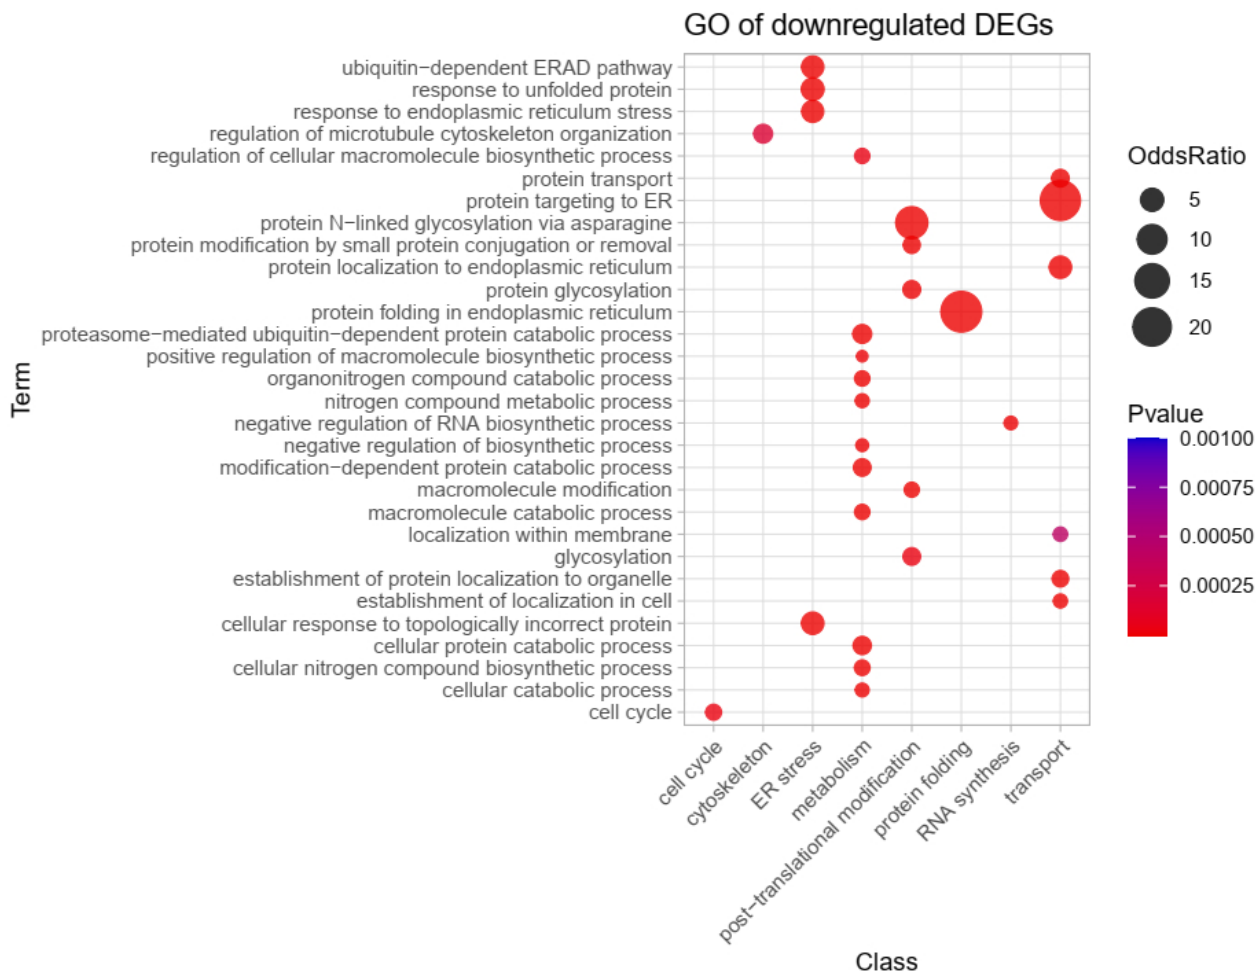

Suppl. Fig 2. GO overrepresentation analysis of downregulated pathways. GO for biological process was done on unregulated and down regulated DEGs separately. The most enriched terms from the GO for biological process, on the vertical axis, were classified into broader classes, which are plotted on the horizontal axis. The radius of the dot is proportional to the enrichment, and the colour to the P value. Supplementary Table 3 for additional data.

# Supplementary material for: Tau mediates the reshaping of the transcriptional landscape toward intermediate Alzheimer’s disease stages
**Source:** Front Cell Dev Biol. 2025 Jan 3;12:1459573. doi: 10.3389/fcell.2024.1459573
**Supplement:** Supplementary file 7

Supplementary Materials and methods

Preparation of TritonX 100-Insoluble Fractions

Cells were lysed with lysis buffer (1% Triton-X 100 in PBS with protease and phosphatase inhibitors) and the extract was centrifuged at $16000 \times g$ for 15 min. The supernatant was designated as Triton X-100 soluble fraction. The pellet was dissolved in the canonical lysis buffer (1% SDS; 1% Triton-X in PBS with protease and phosphatase), sonicated and boiled. This fraction was designated to be Triton X-100 insoluble fraction.

Real-time PCR

Total RNA was extracted by Nucleospin (Macherey-Nagel) and retro-transcribed by Reverse Transcriptase Core kit (Eurogentec) according to the manufacturer's instructions. Real-time PCR was performed using the iTaq^{TM} Universal SYBR® Green Supermix (BioRad) and performed for 40 cycles of amplification with denaturation at 95 °C for 15 s, annealing at 60 °C for 25 s and extension at 72 °C for 20 s. The primers employed were as follows:

actin: fwd 5'-TCCATCCTGGCCTCACTGTCCAC-3', rev 5'-GAGGGGCCGGACTCATCGTACT-3';
kat2a: fwd 5'-GAGGTCATGCTGACCATCACTG-3', rev 5'-CAGTGAGTTGCCGATGACATGG-3';
txnip: fwd 5'-CAGCAGTGCAAACAGACTTCGG-3', rev 5'-CTGAGGAAGCTCAAAGCCGAAC-3';
pparg: fwd 5'-AGCCTGCGAAAGCCTTTTGGTG-3', rev 5'-GGCTTCACATTGAGCAAACCTGG-3';
prmt6: fwd 5'-GGAGCTGGAGGCCGGAGTGGG-3', rev 5'-GCGTGATCTCTCCTGAAACGT-3';
tgm2: fwd 5'-TGTGGCACCAAGTACCTGCTCA-3', rev 5'-GCACCTTGATGAGGTTGGACTC-3'.

WGCNA

For WGCNA, the temporal region data on the Affymetrix Human Genome U133B Array (GPL97) platform from the GSE84422 dataset was used. The dataset was divided into subsets according to the AD stage (posAD, proAD, defAD). WGCNA was performed with the R package WGCNA v 1.72.5 (Langfelder and Horvath, 2008) and consensus networks were built as described in Miller, J., "Meta-analyses of data from two (or more) microarray datasets", https://labs.dgsom.ucla.edu/file/25953/Tutorial_document.pdf, using $\beta = 9$ to fit a scale-free distribution. Modules were built on the control set using the signed adjacency matrix as the distance measure, setting deepSplit = 3 and cluster size $30 - 3 \times \text{deepSplit}$. Module conservation was assessed by Z-summary: > 10 for highly conserved modules, < 2 for not conserved modules. PosAD was not displayed because all the healthy control modules were conserved. To choose the appropriate number of clusters, the modules were inspected visually in Cytoscape and with assignment indicators with the R packages ppclust v1.1.0.1 (Cebeci, 2019), factoextra v1.0.7 (Kassambara and Mundt, 2020), cluster v2.1.4 (Maechler M, Rousseeuw P, Struyf A, Hubert M, 2023) and fclust v2.1.1.1 (Ferraro et al., 2019), and then the modified partition coefficient and the partition entropy were maximized. To associate each cluster with a molecular function, gProfiler software (Reimand et al., 2007) was used, including all known genes in the GO database. Top pathways with Benjamini–Hochberg FDR values < 0.05 defined cluster identity.

References

- Cebeci, Z. (2019). Comparison of Internal Validity Indices for Fuzzy Clustering. *J. Agric. Informatics* 10. doi: 10.17700/jai.2019.10.2.537
- Ferraro, M. B., Giordani, P., and Serafini, A. (2019). Fclust: An R package for fuzzy clustering. *R J.* 11, 1–18. doi: 10.32614/rj-2019-017

Kassambara, A., and Mundt, F. (2020). factoextra: Extract and Visualize the Results of Multivariate Data Analyses. Available at: <https://cran.r-project.org/package=factoextra>

Langfelder, P., and Horvath, S. (2008). WGCNA: an R package for weighted correlation network analysis. *BMC Bioinformatics* 9, 559. doi: 10.1186/1471-2105-9-559

Maechler M, Rousseeuw P, Struyf A, Hubert M, H. K. (2023). cluster: Cluster Analysis Basics and Extensions. Available at: <https://cran.r-project.org/package=cluster>

Reimand, J., Kull, M., Peterson, H., Hansen, J., and Vilo, J. (2007). g:Profiler—a web-based toolset for functional profiling of gene lists from large-scale experiments. *Nucleic Acids Res.* 35, W193–W200. doi: 10.1093/nar/gkm226

# Supplementary material for: Tau mediates the reshaping of the transcriptional landscape toward intermediate Alzheimer’s disease stages
**Source:** Front Cell Dev Biol. 2025 Jan 3;12:1459573. doi: 10.3389/fcell.2024.1459573
**Supplement:** Supplementary file 8

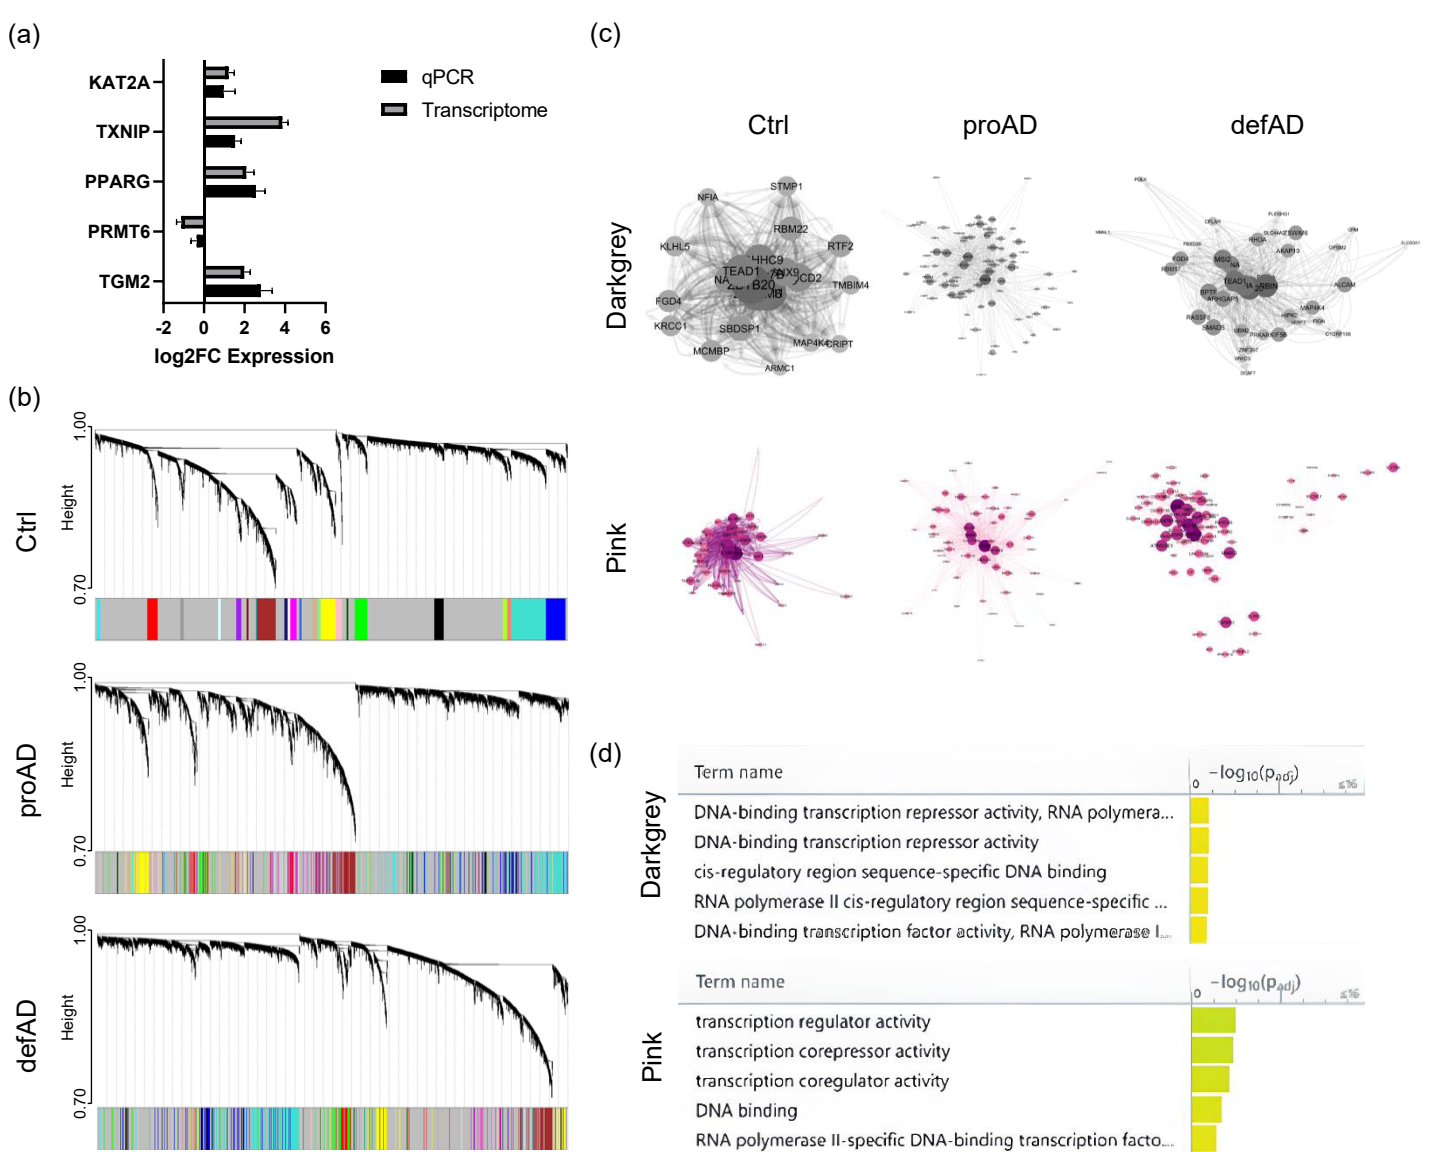

Suppl. Fig 4. Network analysis of the AD temporal cortex shows a progressive alteration of transcriptomic pathways. (A) Bar plot of selected genes analysed by qPCR and RNA-seq. (B) WGCNA coregulation analysis of control (Ctrl), proAD and defAD human temporal lobe. (C) Network representation of genes of the Darkgrey and Pink modules in Ctrl, proAD and defAD brains. Supplementary Table 5 for additional data. (D) Transcription-related terms in the GO analysis of the Darkgrey and Pink modules. Top 5 transcription-related GO pathways have been reported. Supplementary Table 6-7 for additional data.

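TXNIP had 3.44 ± 1.32 CPM in control and 49.9 ± 13.9 CPM in the libraries labelled Tau (mean ± SD, n = 3 each), a fitted fold of 14.6 in edgeR. PPARG, a nuclear receptor of lipid metabolism, went from 0.689 ± 0.378 to 2.88 ± 0.139 CPM (log2 fold change 2.09, SE 0.35, adjusted p = 0.00913, edgeR), and TGM2, a transglutaminase, from 2.08 ± 0.516 to 8.25 ± 2.49 CPM (1.99, SE 0.28, adjusted p = 0.00622, edgeR). KAT2A, which encodes the histone acetyltransferase GCN5, went from 52.2 ± 19.7 to 121 ± 31.8 CPM (1.22, SE 0.27, adjusted p = 0.0229, edgeR). PRMT6, which methylates arginines of histone H3, was lower, from 50.4 ± 13.0 to 23.3 ± 3.68 CPM (log2 fold change -1.11, SE 0.21, adjusted p = 0.0133, edgeR). In each of these 5 genes all Tau libraries lay on the same side of all control libraries. The KAT2A call ends without control replicate 1 (log2 fold change 1.15, adjusted p = 0.137 in edgeR, against 6.83e-07 to 0.137 over its alternatives), and the other 4 genes keep theirs under all 17. The qPCR values themselves were not analysed here.

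**Figure D4:**
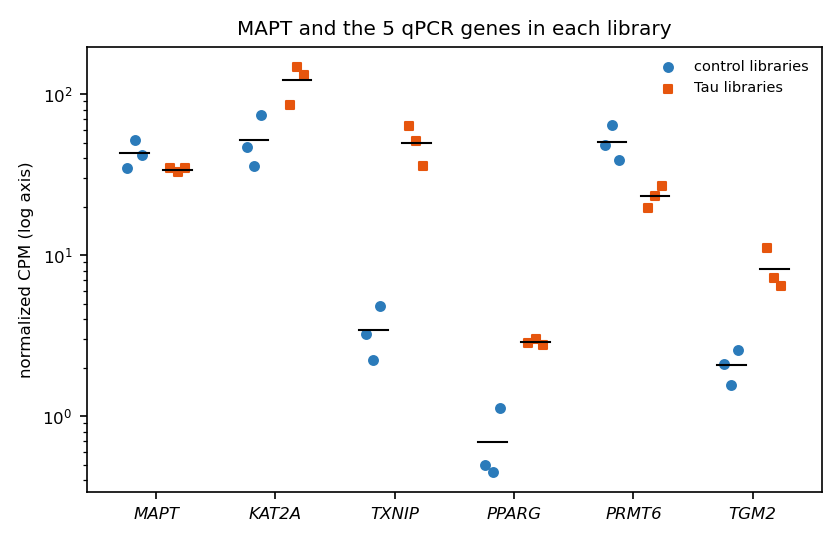
TMM-scaled CPM (y axis, log scale) of MAPT and the 5 qPCR genes in the 3 control libraries and the 3 libraries labelled Tau (x axis); points are libraries and bars are means. TXNIP, PPARG, TGM2 and KAT2A lie higher in Tau and PRMT6 lower, while MAPT, at 42.8 ± 8.62 and 33.9 ± 1.18 CPM (mean ± SD), is not called.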

How the deposited data were processed for this re-analysis (not part of the article)

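RNA-seq of SH-SY5Y cells was measured in 6 libraries, 3 labelled control and 3 labelled Tau, which are all the samples of the series. The authors called bases with bcl2fastq 1.8.4, aligned reads with TopHat2 2.1.0 to GRCh38 and made the deposited count values with featureCounts 1.5.0, by the paper's methods and the sample labels. The RPM values were made by the authors from these counts by dividing by the total of each library, as the deposited columns show. The RPKM values were made by the authors from the RPM values by dividing by a gene length, as the deposited columns show. Counts were used for every main result, RPM for 1 alternative, and RPKM only for the gene lengths it implies. The paper called genes with edgeR, DESeq and baySeq together in R 3.4.1, and DESeq and baySeq were not used here.

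Everything was computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and positions, GC content and gene types come from GENCODE 44. Of 58395 genes, edgeR's filter for low counts kept 16778. Library totals ran from 27945481 to 31706415 reads, and each library had counts in 23632 to 24099 genes. The test was edgeR's quasi-likelihood F test on the label alone, with Benjamini-Hochberg adjustment over all tested genes, and a call needs a false discovery rate under 0.1 and an absolute log2 fold change over 0.5. Log2 CPM values use a prior count of 2. The principal components come from 300 genes after DESeq2's variance stabilization, centred and not scaled. Gene lists, 54 in number, were tested with camera from limma at a preset correlation between genes of 0.01 where at least 5 members were tested, adjusted over those 50 lists and called under 0.05. Camera and fgsea compare a list with the other genes, while fry tests it against no change, so a call in fry answers another question, and the ranges of adjusted p over alternatives hold all 3 tests. Beside each list stand the members called, adjusted over all genes and over the list alone, and an adjusted p with the correlation estimated for that list. Values per library were compared between groups with an exact permutation test, whose smallest two-sided p for 3 against 3 is 0.1.

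Alternatives changed the tool (DESeq2, limma-voom, edgeR's exact test, limma on RPM), the scaling (DESeq2 size factors, total counts, cyclic loess), the low-count filter, the thresholds, the gene-length trend, a factor for the replicate number, the list test (estimated correlation, fry, fgsea) and the libraries used, leaving out 1 at a time. After the data were seen, alternatives with the GC trend removed, with that trend and a factor for the replicate number, and with the mitochondrial share as a covariate were added, as was leaving out 1 library for the genes of the KEGG pathways and of Supplementary Table S4. A trend was removed by a lowess fit (span 0.3) of each library's log2 ratio to the mean library, passed to edgeR as an offset. The tests were tested on simulated data with the means and spread of these libraries. DESeq2 recovered 56 and 92% of genes changed by a log2 of 1 and 2, with 33 false calls, limma-voom 48 and 95% with 17, and edgeR with the GC trend removed 51 and 94% with 23. In the simulated data camera (limma) gave a shifted list an adjusted p = 3.85e-11 and called no unshifted list. Those data took the means and spread of these libraries, and the effect of correlation between genes on camera was not tested in them. In the other 9 splits of the real libraries into equal groups, camera called 6 to 30 lists. The simulated result therefore does not show how often camera calls lists in these libraries without a difference between the labels.

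Genes are named by a fixed rule. It takes MAPT, the 5 qPCR genes, and the 12 largest increases and 12 largest decreases at a false discovery rate under 0.05, with a mean of at least 5 CPM in the higher group, groups that do not overlap and a symbol that is not that of a clone, an antisense or intergenic RNA or a numbered locus. It adds, for each list, the 3 members with the smallest p in the direction with more calls and 1 in the other direction (2 where none is called), a set list of chromatin, stress, synaptic and reference genes, and for each pathway described the 2 listed members with the smallest p in each direction. The membership of the paper's supplementary tables and figures had been seen when the rule was written. Some genes that the rule picks are not reported here. AGER, HR and DEK are named from Supplementary Table S4 after their values were seen.

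Left out were the brain and acetylation data sets, the immunoblots, the imaging and the qPCR measurements, which are not analysed here. The paper's gene set enrichment over GO terms was not rerun, since those sets are not used here, and its KEGG overrepresentation test was not rerun either. Of its 49 KEGG pathways, 43 with a complete gene list were counted, and 3 listed histone symbols (H2AC19, H2AC18 and H2AW) were not found among the gene names. Lists of olfactory receptors (1 tested member), keratin-associated genes (3), immunoglobulin and T-cell receptor segments (0) and leukocyte and microglia markers (3) were too small for the list test.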

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

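The GC and mitochondrial share tests and the bootstrap interval of each ratio were chosen after the data were seen, as was setting these patterns against the gene-length trend, whose removal was a preset alternative, and the bounds of the GC and mitochondrial share tests were written before their outcome was seen. The bootstrap resampled the genes of a list and not the 6 libraries, so its intervals hold no spread between libraries. What these intervals say of a cause covers these 6 libraries alone. Gene lists that the paper does not discuss as such stand here because camera called them, though its pathway tables hold some of their genes, such as SLC7A11 and SLC3A2. ATF4 and CHOP target genes had a median log2 fold change of -0.82 in the libraries labelled Tau (limma's camera, adjusted p = 1.13e-12, 0.308 with an estimated correlation). Mitochondrially encoded mRNAs had a median of 0.65 (limma's camera, adjusted p = 0.000493, 0.498 with an estimated correlation), and edgeR called 0 of 13 against 5 higher at an unadjusted p under 0.05, with higher calls of 9 in DESeq2 and 1 in limma-voom. The mitochondrial covariate includes the counts of these mRNAs, so it removes their list call largely by construction. Retinoic acid response genes had a median of 0.70 (limma's camera, adjusted p = 6.07e-06, 0.250 with an estimated correlation). Immediate early genes had a median of 0.57 (limma's camera, adjusted p = 5.01e-06, 0.250 with an estimated correlation). Cholesterol biosynthesis and uptake had a median of 0.31, which turns to -0.03 with total counts (limma's camera, adjusted p = 0.0145, 0.308 with an estimated correlation). Mesenchymal cell markers had a median of 0.28, which turns to -0.04 with total counts (limma's camera, adjusted p = 0.00508, 0.250 with an estimated correlation). The p53 targets had a median of 0.26, which turns to -0.07 with total counts (limma's camera, adjusted p = 0.00401, 0.308 with an estimated correlation). Antisense RNAs had a median of 0.11, which turns to -0.24 with total counts (limma's camera, adjusted p = 0.0428, 0.308 with an estimated correlation), and the strand setting of the count is unknown. With the correlation estimated for each list, none of the 27 lists called stays called. In limma's camera, or in fry or fgsea where named, calls of these lists also end in fry for ATF4 and CHOP targets (0.0546), mitochondrial mRNAs (0.221), p53 targets (0.0694) and cholesterol genes (0.0607); in fgsea for p53 targets (0.101) and cholesterol genes (0.0811); without the low-count filter for antisense RNAs (0.0782); with cyclic loess for antisense RNAs (0.421); with the gene-length trend removed for antisense RNAs (0.0541); with the mitochondrial covariate for antisense RNAs (0.225) and mitochondrial mRNAs (0.993) (adjusted p).

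The lower ER chaperones and folding enzymes could come from the GC trend between the libraries. Removing that trend leaves 0.847 of the median (-1.11 before, -0.94 after, bootstrap interval of the ratio 0.687 to 1.13) and the list called (limma's camera, adjusted p = 1.30e-15, 3.80e-21 to 0.250 over 18 alternatives), so the trend is not the whole cause. Removing the gene-length trend leaves 0.981. With the mitochondrial share as a covariate beside the label the list stays called (limma's camera, adjusted p = 5.77e-09), with a median of -0.69. The ratio of 0.617 has an interval of 0.435 to 0.839, which reaches below the bound of 0.5, so the share stays open as a cause of part of the difference. Tau replicate 1 has nearly the share of control replicates 1 and 3 (45.8 against 45.6 and 45.6%) and a list level of -0.44 against 0.57 and 0.07 (log2, relative to the mean library), a comparison of single libraries that excludes nothing. The design offers the Tau label as the biological explanation, which stays open.

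The higher collagens might likewise follow GC content, since collagen genes are rich in GC. With the trend removed, 0.657 of the median remains (1.07 before, 0.70 after, interval 0.514 to 0.825) and the list is called (limma's camera, adjusted p = 7.35e-11, 2.12e-15 to 0.250 over 18 alternatives), so GC content may account for part and not for all of it. The gene-length trend leaves 1.01. With the mitochondrial covariate the list stays called (limma's camera, adjusted p = 9.65e-09), with a median of 0.69. The ratio of 0.641 has an interval of 0.241 to 1.03, which reaches below 0.5, so the share stays open here too as a cause of part. The same 3 libraries have list levels of 0.46 for Tau replicate 1 against -0.54 and -0.07 for control replicates 1 and 3. Mesenchymal cell markers were called higher as well (limma's camera, adjusted p = 0.00508, 0.250 with an estimated correlation), and whether a shift in cell state or type contributes was not tested. The biological explanation is again the label, which stays open.

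Other splits of the 6 libraries into 3 and 3 show how many calls come with groups that mix the labels. The labelled split has rank 1 of 10 for called genes: edgeR called 2985 there and 0 in each of the other 9, which had 21 to 2997 genes at an unadjusted p under 0.05 and up to 880 calls in DESeq2. In those 9 splits any difference between the labels, whatever its source, adds to the spread within groups and lowers the calls. The contrast of 2985 with 0 is therefore partly built in. For gene lists it has rank 2: camera called 27 lists there, and 30 where control replicate 1, Tau replicate 1 and Tau replicate 2 stand against the rest, with 6 to 23 in the other splits. With 10 splits no rank gives a share under 0.1, so chance stays open for both counts.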

How the results depend on the processing

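The settings marked as added, and leaving out libraries for the KEGG and Supplementary Table S4 genes, were chosen after the results were seen. Compared with the values at the claims, gene lists kept direction and side of the threshold in 772 comparisons, were weaker in 86, stronger in 41 and reversed in 1. Counts and shares stayed within bounds in 79 and moved in 57. MAPT and the qPCR genes kept theirs in 100, with 1 weaker and 1 stronger, and other named genes in 3475, with 477 weaker and 41 stronger. A kept call can still change in size. Over 16 alternatives the log2 fold change of DNAJC5G ran from 1.02 to 2.28, of PPP1R1B from 1.23 to 3.01 and of ZNF883 from 0.84 to 2.34. Calls of these other genes ended for 1 in DESeq2, 9 in limma-voom, 16 with cyclic loess, 27 with total counts, 22 under the replicate block and 46 with the GC trend removed (added), and without control replicates 1, 2 and 3 for 136, 39 and 1 and Tau replicates 1, 2 and 3 for 32, 60 and 57. The cause of a change was not tested, except that stricter thresholds lower counts by construction. The mitochondrial covariate includes the counts of the mitochondrial mRNAs, so it removes their list call largely by construction too. Depth limits what is tested: 16778 of 58395 genes had enough reads. Genes called higher and lower in edgeR numbered 559 and 2886 with total counts, 899 and 716 at a false discovery rate under 0.05, 836 and 327 at an absolute log2 fold change over 1, 1099 and 689 with the GC trend removed (added) and 683 and 620 with the mitochondrial covariate (added), and 572 and 2693 in limma on RPM. Without 1 library they ranged from 179 to 2603 higher and from 71 to 2541 lower. The first component held 62.2% with all tested genes and 77.5 to 88.7% without 1 library. The log2 fold change of KAT2A ran from 1.00 to 1.55 without 1 library, with its call ending at 1.15 without control replicate 1 (adjusted p = 0.137 in edgeR), and MAPT had -0.55 with the GC trend removed (added). KEGG genes called higher numbered 118 with total counts and 37 to 271 without 1 library (added), and those called lower 97 with the GC trend removed (added) and 17 to 200 without 1 library (added). Supplementary Table S4 genes called higher numbered 3 with total counts, 6 with the GC trend removed (added) and 1 to 15 without 1 library (added), and those called lower 15 with the GC trend removed (added) and 6 to 60 without 1 library (added).

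Replicate numbers are not stated to pair the samples, and the deviations of same-numbered samples correlate at -0.15, -0.46 and 0.17. No control sample correlates best with its own number: control replicates 1, 2 and 3 do so with Tau replicates 2, 1 and 2 (0.25, 0.44 and 0.31). Of the Tau samples only replicate 3 correlates best with its own number. With the replicate number as a block, edgeR called 1286 genes higher and 925 lower, 907 of these among the lower calls without it, and 31 Supplementary Table S4 genes lower, and with the GC trend removed as well (added) 434 genes higher and 177 lower.

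List values below are adjusted p of limma's camera unless another test is named. Camera called 18 lists higher and 9 lower, 0 and 0 with the correlation estimated for each list, 5 lower with fry and 17 lower without the low-count filter. Under the block and with the GC trend removed (added), camera calls ended for proteasome (0.119), histone chaperones (0.115); gained for cytosolic chaperones (0.0328), noradrenergic (0.0206). With the mitochondrial covariate (added), camera calls ended for proteasome (0.365), ribosomal proteins (0.840), replication histones (0.0582), histone chaperones (0.0816), antisense RNAs (0.225), integrins (0.181), GABAergic (0.0641). In that fit calls were gained for cytosolic chaperones (0.00103), ribosome biogenesis (0.0252), Polycomb (0.0433), ZNF (0.00231), mitosis (0.0234). Mitochondrial mRNAs (0.993, median log2 fold change 0.05), counted as reversed because the test points down, were not called there. The covariate includes their own counts, so that call ends largely by construction. Under the replicate block, camera calls ended for histone chaperones (0.0612), antisense RNAs (0.0557), integrins (0.0764); gained for cytosolic chaperones (0.0329). With the GC trend removed (added), camera calls ended for proteasome (0.123), histone chaperones (0.105); gained for replacement histones (0.0424), noradrenergic (0.0159). With the correlation estimated for each list, camera calls ended for ER chaperones, ERAD, replication histones, histone chaperones, MHC class I, NF-kB targets, complement, eicosanoids, collagens, matrix glycoproteins, GABAergic, mesenchymal, immediate early genes and retinoic acid (0.250), ER translocation (0.331), ATF4 targets, tRNA synthetases, antisense RNAs, interferon genes, metalloproteinases, glutamatergic, p53 targets and cholesterol (0.308), proteasome (0.429), ribosomal proteins (0.515), mitochondrial mRNAs (0.498), integrins (0.350). With fry in place of camera, calls ended for ER chaperones (0.0525), ER translocation (0.0883), ATF4 targets (0.0546), proteasome (0.0896), ribosomal proteins (0.174), mitochondrial mRNAs (0.221), integrins (0.0675), p53 targets (0.0694), cholesterol (0.0607); gained for remodelers (0.020). Without the low-count filter, camera calls ended for antisense RNAs (0.0782); gained for cytosolic chaperones and ZNF (0.0130), ribosome biogenesis (0.0111), replacement histones (0.0447), remodelers (0.0299), Polycomb (0.0472), respiratory chain and reference genes (0.0277). Under the block and with the length trend removed, camera calls ended for antisense RNAs (0.0695), integrins (0.0660); gained for cytosolic chaperones (0.0211), ribosome biogenesis and ZNF (0.0474). With cyclic loess, camera calls ended for proteasome (0.0833), histone chaperones (0.207), antisense RNAs (0.421), integrins (0.0886), GABAergic (0.0938); gained for ZNF (0.0109), protocadherins (0.0381). With the length trend removed, camera calls ended for antisense RNAs (0.0541); gained for ribosome biogenesis (0.0486). With at least 10 counts in every library, camera calls ended for replication histones (0.0525), histone chaperones (0.0961), integrins (0.0682), GABAergic (0.336); gained for cancer-testis antigens (0.0374). Ranking genes by log2 fold change in fgsea, calls ended for integrins (0.219), glutamatergic (0.135), p53 targets (0.101), cholesterol (0.0811); gained for ZNF (7.37e-06), intergenic RNAs (0.00595). Leaving out 1 library at a time changed the calls of cytosolic chaperones (0.00299 to 0.460), proteasome (0.00583 to 0.0894), ribosome biogenesis (0.00757 to 0.466), replication histones (0.00969 to 0.141), replacement histones (0.0394 to 0.297), histone chaperones (0.0269 to 0.105), ZNF (0.00767 to 0.292), protocadherins (0.0413 to 0.503), antisense RNAs (0.0168 to 0.112), intergenic RNAs (0.0296 to 0.343), respiratory chain (0.0151 to 0.336), integrins (0.0158 to 0.204), GABAergic (0.00767 to 0.0705), mitosis (0.0449 to 0.821), p53 targets (0.000542 to 0.0517), cholesterol (0.00411 to 0.0678).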

Differences from the paper's values

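Of the settings named here, only the mitochondrial covariate was chosen after the results were seen. Counts and shares that the paper states lie within 1.5 times of the values of the main fit here, and its log2 fold changes lie within the error of that fit. Other preset settings lie further away: edgeR called 559 genes higher and 2886 lower with total counts, and 179 and 71 without control replicate 1. The paper's 3235 changed genes, 1680 higher and 1555 lower, were called by edgeR, DESeq and baySeq together, and edgeR alone gave 2985, 1572 and 1413 at the same thresholds. The first component held 83.1% of the variance here and about 82% in Fig. 1A, read by eye. For KAT2A, TXNIP, PPARG, PRMT6 and TGM2 the log2 fold changes (1.22, 3.87, 2.09, -1.11 and 1.99) match the RNA-seq bars of Supplementary Fig. S4A as read by eye.

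The paper states that its cells express more Tau and takes this as the main source of variation, and MAPT was not higher here in the libraries labelled Tau (log2 fold change -0.33, adjusted p = 0.239 in edgeR) under any setting. The paper measured Tau as protein, by immunoblot, which is unlike the RNA counted here, so neither tests the other. By immunoblot the paper reports a higher ratio of phosphorylated to total eIF2α after Tau overexpression, a marker of the response to ER stress. In RNA, ER chaperones and ATF4 and CHOP targets were lower here (medians -1.11 and -0.82). With an estimated correlation neither list is called (limma's camera, adjusted p = 0.250 and 0.308). Phosphorylation of a protein and RNA levels are unlike measures, so neither tests the other. Figure 1C names chromatin remodeling among its lower gene sets, and the list of remodelers was not called (limma's camera, adjusted p = 0.139), while fry, which tests the list against no change and not against the other genes, called it (0.020) and camera without the low-count filter did (0.0299, 0.020 to 0.452 over 18 alternatives). The same figure shows nucleosome sets as lower, and replication-dependent histones were called lower (limma's camera, adjusted p = 0.0247), while the call ends with an estimated correlation (0.250) and without control replicate 3 (0.141, 0.00154 to 0.250 over 18 alternatives). Ribosome biogenesis is lower in the figure, and the list was not called (limma's camera, adjusted p = 0.0680, 0.00757 to 0.633 over 18 alternatives), while it was called without the low-count filter (0.0111), with the length trend removed (0.0486), with that and the replicate block (0.0474), without control replicate 1 (0.00804), Tau replicate 2 (0.0416) or Tau replicate 3 (0.00757), and with the mitochondrial covariate (0.0252, chosen after seeing the values). Assembly of snRNPs is lower in the figure, and the list of snRNP proteins was not called under any setting (limma's camera, adjusted p = 0.441, 0.173 to 0.951 over 18 alternatives). The lists here are not the paper's GO sets. Lower ER and ribosomal protein lists and higher eicosanoid and collagen lists have the direction of the sets in that figure, and with an estimated correlation none of them is called (limma's camera, adjusted p = 0.250, 0.515, 0.250 and 0.250 for ER chaperones, ribosomal proteins, eicosanoids and collagens).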

Other observations

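The GC, control-library and MAPT tests in this part were chosen after the results were seen, as was the use of the gene-length trend, a preset alternative for other results, on the control libraries. The p53 targets DDB2 (1.36, SE 0.18, adjusted p = 0.00443) and PLK2 (1.63, SE 0.24, adjusted p = 0.00674) were higher in the libraries labelled Tau and PMAIP1 (-0.92, SE 0.23, adjusted p = 0.0299) was lower (log2 fold change, edgeR, n = 3 per group). The sterol enzyme gene TM7SF2 (0.63, SE 0.17, adjusted p = 0.0393) was higher by edgeR, as were the early response genes CYR61 (1.86, SE 0.28, adjusted p = 0.00711) and ZFP36 (1.11, SE 0.28, adjusted p = 0.0321) and the retinoic acid genes CYP26B1 (1.49, SE 0.33, adjusted p = 0.0222) and RARG (0.90, SE 0.20, adjusted p = 0.0217). Leaving out a library ends calls in edgeR without control replicate 1 (PMAIP1, TM7SF2, ZFP36, CYP26B1 and RARG, adjusted p = 0.151, 0.148, 0.151, 0.124 and 0.127), control replicate 2 (TM7SF2, adjusted p = 0.105), Tau replicate 2 (PMAIP1 and TM7SF2, adjusted p = 0.102 and 0.119) and Tau replicate 3 (PMAIP1 and TM7SF2, adjusted p = 0.112 and 0.105), and over all alternatives of these genes the adjusted p ran from 1.18e-07 to 0.370. The p53 targets had 7 higher (3 without control replicate 1) and 3 lower (none without control replicate 1 and Tau replicate 2 (2 and 4 at an unadjusted p under 0.05), 1 and 1 without Tau replicates 1 and 3) of 29 by edgeR (median 0.26, limma's camera adjusted p = 0.00401, 0.308 with an estimated correlation, 1.75e-05 to 0.308 over 18 alternatives), and without control replicate 3 (0.0517) the list is not called. Cholesterol genes had 7 higher (none without control replicate 1 (7 at an unadjusted p under 0.05), 4, 3 and 3 without Tau replicates 1, 2 and 3) of 22 by edgeR (median 0.31, limma's camera adjusted p = 0.0145, 0.308 with an estimated correlation, 0.000144 to 0.308 over 18 alternatives), and without control replicate 3 (0.0517) and Tau replicate 1 (0.0678) the list is not called. Immediate early genes had 9 higher (2, 14, 4 and 5 without control replicates 1 and 3 and Tau replicates 2 and 3) of 23 by edgeR (median 0.57, limma's camera adjusted p = 5.01e-06, 0.250 with an estimated correlation, 4.06e-07 to 0.250 over 18 alternatives). Retinoic acid response genes had 8 higher (1 and 5 without control replicate 1 and Tau replicate 1) of 15 by edgeR (median 0.70, limma's camera adjusted p = 6.07e-06, 0.250 with an estimated correlation, 3.00e-07 to 0.250 over 18 alternatives), and all 6 libraries come from cells treated with retinoic acid. After GC removal, chosen after seeing the data, edgeR called 4 of the cholesterol genes higher and 5 of the immediate early genes higher. TM7SF2, ZFP36 and RARG lose their calls in edgeR with total counts (log2 fold change 0.32, 0.79 and 0.57, adjusted p = 0.345, 0.133 and 0.137), and also in limma on RPM. PMAIP1 and TM7SF2 lose their calls in edgeR with the GC trend removed, chosen after seeing the data (log2 fold change -0.52 and 0.25, adjusted p = 0.122 and 0.286). The list of p53 targets loses its limma camera call in fry (adjusted p = 0.0694) and in fgsea (0.101). The list of cholesterol genes loses its limma camera call in fry (adjusted p = 0.0607) and in fgsea (0.0811). The medians become -0.07 for p53 targets, -0.03 for cholesterol genes, 0.28 for immediate early genes and 0.37 for retinoic acid genes with total counts.

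The contractile gene ACTA2 (1.32, SE 0.22, adjusted p = 0.00892) and the receptor gene EGFR (1.12, SE 0.23, adjusted p = 0.0174) were higher in the libraries labelled Tau by edgeR. Among noradrenergic genes DBH (-1.07, SE 0.28, adjusted p = 0.0344) and HAND1 (-0.63, SE 0.18, adjusted p = 0.0467) were lower and SLC18A2 (1.16, SE 0.38, adjusted p = 0.0738) was higher by edgeR, and among glial markers ERBB3 (1.85, SE 0.32, adjusted p = 0.00920) was higher and SLC1A2 (-1.19, SE 0.40, adjusted p = 0.0806) lower. Of the hypoxia and glycolysis genes, NDRG1 (1.07, SE 0.29, adjusted p = 0.0409), ADM (1.16, SE 0.38, adjusted p = 0.0734) and PFKL (0.55, SE 0.20, adjusted p = 0.0972) were higher and P4HA1 (-0.72, SE 0.20, adjusted p = 0.0442) was lower by edgeR. Leaving out a library ends calls in edgeR without control replicate 1 (EGFR, DBH, HAND1, SLC18A2, SLC1A2, NDRG1, ADM, PFKL and P4HA1, adjusted p = 0.114, 0.128, 0.142, 0.230, 0.286, 0.182, 0.236, 0.235 and 0.188), control replicate 2 (HAND1, SLC18A2, SLC1A2, ADM and PFKL, adjusted p = 0.124, 0.171, 0.115, 0.150 and 0.267), Tau replicate 1 (SLC1A2 and PFKL, adjusted p = 0.162 and 0.174), Tau replicate 2 (DBH, HAND1, SLC18A2, SLC1A2, ADM, PFKL and P4HA1, adjusted p = 0.113, 0.190, 0.192, 0.171, 0.150, 0.204 and 0.165) and Tau replicate 3 (DBH, HAND1, SLC18A2, SLC1A2, NDRG1, ADM, PFKL and P4HA1, adjusted p = 0.118, 0.124, 0.222, 0.231, 0.174, 0.224, 0.193 and 0.130), and over all alternatives of these genes the adjusted p ran from 1.67e-05 to 0.488. Mesenchymal markers had 5 higher (1, 3 and 3 without control replicate 1 and Tau replicates 2 and 3) of 20 by edgeR (median 0.28, limma's camera adjusted p = 0.00508, 0.250 with an estimated correlation, 0.00213 to 0.250 over 18 alternatives). Not called were noradrenergic genes (1 higher (none without control replicate 1 and Tau replicates 2 and 3 (1, 2 and 2 at an unadjusted p under 0.05)) and 3 lower (none without control replicate 1 and Tau replicates 2 and 3 (6, 3 and 5 at an unadjusted p under 0.05), 1 without control replicate 2) of 23, median -0.16, limma's camera adjusted p = 0.163, 0.343 with an estimated correlation, 0.0159 to 0.598 over 18 alternatives) and glial markers (1 higher and 1 lower (none without control replicates 1 and 2 and Tau replicates 1, 2 and 3 (0, 1, 1, 1 and 1 at an unadjusted p under 0.05)) of 6, median -0.13, limma's camera adjusted p = 0.761, 0.821 with an estimated correlation, 0.338 to 0.999 over 18 alternatives), whose mean log2 fold change is 0.06 and whose test points up. Glycolysis and hypoxia genes had 3 higher (none without control replicate 1 and Tau replicate 3 (3 and 5 at an unadjusted p under 0.05), 1, 8 and 1 without control replicates 2 and 3 and Tau replicate 2) and 2 lower (none without control replicate 1 and Tau replicate 2 (2 and 4 at an unadjusted p under 0.05), 1 and 1 without Tau replicates 1 and 3) of 28 by edgeR (median 0.04, limma's camera adjusted p = 0.527, 0.823 with an estimated correlation, 0.115 to 0.926 over 18 alternatives), a list whose median turns to -0.27 with total counts. GC removal, chosen after seeing the data, left edgeR with 1 of the mesenchymal markers lower, none of the glial markers lower (2 at an unadjusted p under 0.05) and 1 of the glycolysis and hypoxia genes higher and none lower (5 at an unadjusted p under 0.05). SLC1A2 loses its call in limma-voom (log2 fold change -1.07, adjusted p = 0.118). SLC18A2, NDRG1, ADM and PFKL lose their calls in edgeR with total counts (log2 fold change 0.82, 0.69, 0.84 and 0.25, adjusted p = 0.148, 0.206, 0.142 and 0.466), and also in limma on RPM. SLC1A2, ADM, PFKL and P4HA1 lose their calls in edgeR with the GC trend removed, chosen after seeing the data (log2 fold change -0.98, 0.95, 0.19 and -0.49, adjusted p = 0.152, 0.147, 0.460 and 0.160). The list of noradrenergic genes, not called by limma's camera, is called with the GC trend removed (adjusted p = 0.0159), chosen after seeing the data. Total counts give medians of -0.04 for mesenchymal markers, -0.54 for noradrenergic genes and -0.46 for glial markers.

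Among antisense RNAs GAS6-AS1 (2.10, SE 0.30, adjusted p = 0.00659), TBX2-AS1 (1.36, SE 0.25, adjusted p = 0.0112) and PROX1-AS1 (1.30, SE 0.25, adjusted p = 0.0138) were higher and HAND2-AS1 (-1.33, SE 0.29, adjusted p = 0.0203) was lower by edgeR, and among intergenic RNAs LINC01759 (1.84, SE 0.33, adjusted p = 0.0105), LINC02356 (2.05, SE 0.44, adjusted p = 0.0199) and LINC00589 (1.29, SE 0.30, adjusted p = 0.0265) were higher and LINC01003 (-1.28, SE 0.31, adjusted p = 0.0275) was lower. The cancer-testis gene PAGE2B (3.81, SE 0.67, adjusted p = 0.00978, log2 fold change 0.91 to 4.28 over 16 alternatives) was higher and MAGEA2 (-0.64, SE 0.18, adjusted p = 0.0459) and MAGEA12 (-0.62, SE 0.20, adjusted p = 0.0667) were lower by edgeR, and of 3 tested keratin-associated genes KRTAP5-9 (1.41, SE 0.50, adjusted p = 0.0894) and KRTAP5-10 (1.28, SE 0.42, adjusted p = 0.0752) were higher. Leaving out a library ends calls in edgeR without control replicate 1 (PROX1-AS1, HAND2-AS1, LINC02356, LINC00589, LINC01003, MAGEA2, MAGEA12, KRTAP5-9 and KRTAP5-10, adjusted p = 0.101, 0.127, 0.106, 0.134, 0.126, 0.150, 0.151, 0.257 and 0.223), control replicate 2 (MAGEA2, MAGEA12, KRTAP5-9 and KRTAP5-10, adjusted p = 0.129, 0.214, 0.210 and 0.193), Tau replicate 1 (MAGEA2 and MAGEA12, adjusted p = 0.113 and 0.154), Tau replicate 2 (MAGEA2, MAGEA12, KRTAP5-9 and KRTAP5-10, adjusted p = 0.141, 0.183, 0.341 and 0.176) and Tau replicate 3 (LINC01003, MAGEA2, MAGEA12, KRTAP5-9 and KRTAP5-10, adjusted p = 0.102, 0.130, 0.143, 0.190 and 0.251), and over all alternatives of these genes the adjusted p ran from 5.79e-08 to 0.341. Antisense RNAs had 37 higher (2, 21, 57, 10 and 15 without control replicates 1, 2 and 3 and Tau replicates 2 and 3) and 15 lower (none without control replicate 1 (15 at an unadjusted p under 0.05), 4, 3 and 3 without Tau replicates 1, 2 and 3) of 271 by edgeR (median 0.11, limma's camera adjusted p = 0.0428, 0.308 with an estimated correlation, 0.000133 to 0.421 over 18 alternatives), and without control replicate 2 (0.0638), control replicate 3 (0.105), Tau replicate 1 (0.060), Tau replicate 2 (0.112) and Tau replicate 3 (0.0705) the list is not called. Intergenic RNAs had 11 higher (2, 25, 4 and 7 without control replicates 1 and 3 and Tau replicates 2 and 3) and 2 lower (none without control replicate 1 and Tau replicate 3 (4 and 3 at an unadjusted p under 0.05), 11, 1 and 1 without control replicate 3 and Tau replicates 1 and 2) of 141 by edgeR (median 0.08, limma's camera adjusted p = 0.163, 0.515 with an estimated correlation, 0.00595 to 0.905 over 18 alternatives), a list called without control replicate 1 (0.0296) and whose median turns to -0.25 with total counts. Not called were cancer-testis antigens (1 higher and 2 lower (none without control replicates 1 and 2 and Tau replicates 1, 2 and 3 (5, 2, 3, 2 and 5 at an unadjusted p under 0.05), 5 without control replicate 3) of 11, median -0.48, limma's camera adjusted p = 0.164, 0.515 with an estimated correlation, 0.0374 to 0.802 over 18 alternatives) and clustered protocadherins (0 higher and 0 lower (4 without control replicate 3) of 27, median -0.19, limma's camera adjusted p = 0.197, 0.721 with an estimated correlation, 0.0381 to 0.840 over 18 alternatives), of which edgeR called 0 against 0 higher and 1 lower at an unadjusted p under 0.05 and 0 in DESeq2 and limma-voom, and the list is called without Tau replicate 1 (0.0413). In edgeR PCDHGA1 had -1.24, SE 0.47, adjusted p = 0.106, PCDHB14 -0.53, SE 0.26, adjusted p = 0.197 and the olfactory receptor OR4D1 0.07, SE 0.48, adjusted p = 0.943. In edgeR with the GC trend removed, chosen after seeing the data, calls were 5 of the antisense RNAs lower and none of the keratin-associated genes higher (2 at an unadjusted p under 0.05). KRTAP5-9 loses its call in limma-voom (log2 fold change 1.33, adjusted p = 0.109). LINC00589, KRTAP5-9 and KRTAP5-10 lose their calls in edgeR with total counts (log2 fold change 0.91, 1.03 and 0.95, adjusted p = 0.104, 0.145 and 0.138). MAGEA12, KRTAP5-9 and KRTAP5-10 lose their calls in limma with cyclic loess (log2 fold change -0.53, 1.01 and 1.01, adjusted p = 0.107, 0.154 and 0.112). KRTAP5-9 and KRTAP5-10 lose their calls in edgeR with the GC trend removed, chosen after seeing the data (log2 fold change 1.27 and 1.02, adjusted p = 0.156 and 0.158). PCDHGA1 gains a call in edgeR's exact test (-1.24, adjusted p = 0.0636), in limma on RPM (-0.62, adjusted p = 0.0766), in edgeR with total counts (-1.56, adjusted p = 0.0744), in limma with cyclic loess (-1.26, adjusted p = 0.0782) and in edgeR without control replicate 3 (-1.40, adjusted p = 0.0724). PCDHB14 gains a call in edgeR with total counts (-0.90, adjusted p = 0.0904) and in edgeR without control replicate 3 (-0.79, adjusted p = 0.0184). The list of antisense RNAs loses its limma camera call without the low-count filter (adjusted p = 0.0782, median 0.25), with cyclic loess (0.421) and with the gene-length trend removed (0.0541), and, chosen after seeing the data, with the mitochondrial covariate (0.225). The list of intergenic RNAs, not called by limma's camera, is called in fgsea (adjusted p = 0.00595). The list of cancer-testis antigens, not called by limma's camera, is called at 10 counts in every library (adjusted p = 0.0374). The list of clustered protocadherins, not called by limma's camera, is called with cyclic loess (adjusted p = 0.0381). Scaled to total counts, the medians are -0.24 for antisense RNAs, -0.86 for cancer-testis antigens and -0.54 for clustered protocadherins.

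Mitochondrial MT-ND6 (0.85, SE 0.32, adjusted p = 0.111) and MT-ND4L (0.77, SE 0.32, adjusted p = 0.131) were not called by edgeR, which called 0 of the 13 mitochondrial mRNAs against 5 higher at an unadjusted p under 0.05, with higher calls of 9 in DESeq2 and 1 in limma-voom (median 0.65, limma's camera adjusted p = 0.000493, 0.498 with an estimated correlation, 1.46e-06 to 0.993 over 18 alternatives). Nuclear respiratory chain genes NDUFB9 (-0.58, SE 0.18, adjusted p = 0.0615), SDHD (-0.64, SE 0.21, adjusted p = 0.0784) and NDUFB5 (-0.57, SE 0.19, adjusted p = 0.0804), the replication gene RFC3 (-0.74, SE 0.18, adjusted p = 0.0286) and the reference genes TFRC (-0.73, SE 0.19, adjusted p = 0.0361) and EMC7 (-0.57, SE 0.17, adjusted p = 0.0491) were lower by edgeR, and B2M (0.54, SE 0.17, adjusted p = 0.0710) was higher. ACTB (-0.09, SE 0.23, adjusted p = 0.829), GAPDH (-0.31, SE 0.22, adjusted p = 0.361), APP (-0.42, SE 0.25, adjusted p = 0.290), BACE1 (-0.20, SE 0.17, adjusted p = 0.473), KIF20A (0.52, SE 0.20, adjusted p = 0.108) and CCNA2 (-0.39, SE 0.19, adjusted p = 0.201) were not called by edgeR. Leaving out a library ends calls in edgeR without control replicate 1 (NDUFB9, SDHD, NDUFB5, RFC3, B2M, TFRC and EMC7, adjusted p = 0.186, 0.234, 0.211, 0.125, 0.242, 0.150 and 0.164), control replicate 2 (NDUFB9, SDHD, NDUFB5 and EMC7, adjusted p = 0.126, 0.209, 0.239 and 0.110), Tau replicate 1 (SDHD, NDUFB5 and TFRC, adjusted p = 0.104, 0.152 and 0.101), Tau replicate 2 (NDUFB9, SDHD, NDUFB5, RFC3, B2M, TFRC and EMC7, adjusted p = 0.240, 0.219, 0.198, 0.113, 0.220, 0.12 and 0.203) and Tau replicate 3 (NDUFB9, SDHD, NDUFB5, B2M and EMC7, adjusted p = 0.204, 0.231, 0.223, 0.239 and 0.144), and over all alternatives of these genes the adjusted p ran from 0.00548 to 0.618. Not called were respiratory chain subunits (0 higher and 3 lower (none without control replicates 1 and 2 and Tau replicates 2 and 3 (4, 2, 4 and 4 at an unadjusted p under 0.05), 5 and 1 without control replicate 3 and Tau replicate 1) of 44, median -0.09, limma's camera adjusted p = 0.139, 0.633 with an estimated correlation, 0.0151 to 0.855 over 18 alternatives), reference genes (1 higher (none without control replicate 1 and Tau replicates 2 and 3 (1, 1 and 0 at an unadjusted p under 0.05)) and 2 lower (none without control replicate 1 and Tau replicate 2 (2 and 3 at an unadjusted p under 0.05), 1, 4, 1 and 1 without control replicates 2 and 3 and Tau replicates 1 and 3) of 27, median -0.20, limma's camera adjusted p = 0.126, 0.515 with an estimated correlation, 0.0277 to 0.515 over 18 alternatives) and DNA replication genes (0 higher (3 and 1 without control replicate 3 and Tau replicate 1) and 1 lower (none without control replicate 1 and Tau replicate 2 (1 and 1 at an unadjusted p under 0.05)) of 27, median -0.03, limma's camera adjusted p = 0.736, 0.861 with an estimated correlation, 0.370 to 0.979 over 18 alternatives). For mitosis genes edgeR called 0 of 24 against 1 higher and 0 lower at an unadjusted p under 0.05, with higher calls of 1 in DESeq2 and 0 in limma-voom (median 0.07, turning to -0.24 with total counts, limma's camera adjusted p = 0.527, 0.861 with an estimated correlation, 0.0234 to 0.861 over 18 alternatives). Respiratory chain subunits are called in limma's camera without Tau replicate 1 (0.0151) and mitosis genes without Tau replicate 3 (0.0449) (adjusted p). The fit with the GC trend removed, chosen after seeing the data, called in edgeR none of the respiratory chain genes lower (2 at an unadjusted p under 0.05), 1 of the reference genes lower, 1 of the replication genes higher and none lower (2 at an unadjusted p under 0.05) and 2 of the mitosis genes higher. SDHD loses its call in limma-voom (log2 fold change -0.61, adjusted p = 0.101). B2M loses its call in edgeR with total counts (log2 fold change 0.18, adjusted p = 0.618), and also in limma on RPM. SDHD and NDUFB5 lose their calls in limma with cyclic loess (log2 fold change -0.54 and -0.47, adjusted p = 0.128 and 0.140). NDUFB9, SDHD, NDUFB5, RFC3 and EMC7 lose their calls in edgeR with the GC trend removed, chosen after seeing the data (log2 fold change -0.40, -0.35, -0.29, -0.42 and -0.48, adjusted p = 0.172, 0.264, 0.283, 0.145 and 0.0798). MT-ND6 gains a call in DESeq2 (0.86, adjusted p = 0.0437), in edgeR's exact test (0.85, adjusted p = 0.060), in limma-voom (0.95, adjusted p = 0.0925), in limma with cyclic loess (1.06, adjusted p = 0.0768), in edgeR without the low-count filter (0.84, adjusted p = 0.00208) and in edgeR without control replicate 3 (1.06, adjusted p = 0.0605). MT-ND4L gains a call in DESeq2 (0.79, adjusted p = 0.0413), in edgeR's exact test (0.77, adjusted p = 0.0580) and in edgeR without the low-count filter (0.77, adjusted p = 0.0169). KIF20A gains a call in DESeq2 (0.54, adjusted p = 0.0843), in edgeR's exact test (0.52, adjusted p = 0.0826), in edgeR without the low-count filter (0.51, adjusted p = 0.0867), in edgeR without control replicate 3 (0.56, adjusted p = 0.0963) and in edgeR without Tau replicate 3 (0.71, adjusted p = 0.0958). CCNA2 gains a call in edgeR without control replicate 3 (-0.50, adjusted p = 0.0795). The list of mitochondrial mRNAs loses its limma camera call in fry (adjusted p = 0.221), and, chosen after seeing the data, with the mitochondrial covariate (0.993, median 0.05). That covariate includes the counts of these mRNAs, so the second loss is largely by construction. The list of respiratory chain subunits, not called by limma's camera, is called without the low-count filter (adjusted p = 0.0277). The list of reference genes, not called by limma's camera, is called without the low-count filter (adjusted p = 0.0277). The list of mitosis genes, not called by limma's camera, is called with the mitochondrial covariate (adjusted p = 0.0234, median 0.27), chosen after seeing the data. Medians with total counts are 0.32 for mitochondrial mRNAs, -0.40 for respiratory chain subunits, -0.54 for reference genes and -0.34 for replication genes.

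Control libraries may differ from each other along the same genes as the groups do. Across 16778 genes, which are not independent, the log2 ratio of control replicate 3 to control replicate 2 correlates at 0.475 with that of the Tau mean to control replicate 1, a comparison sharing no library and above the bound of 0.3 set for it. Removing the GC trend leaves 0.378 and removing the length trend 0.480, so neither is the whole cause. For control replicate 3 over 1, with the Tau mean over control replicate 2, it is 0.504 (0.398 without the GC trend), and for control replicate 1 over 2, with the Tau mean over control replicate 3, 0.0499 (0.0467). Part of the difference between the groups could therefore be a program that also varies among control libraries, and which condition of culture or library drives it was not tested.

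Reads of the short transfected coding sequence could be too few to raise MAPT. The coding sequence has 1149 nucleotides and the gene 14920 in the authors' RPKM. The upper 95% limit of MAPT, 1.04 times control, leaves room for 0.530 molecules of it per endogenous molecule, or 0.242 for the longest transcript of 6815 nucleotides, below the bound of 1. This takes such reads to count for MAPT and to spread in proportion to length, which no table here shows, so a small excess stays open. The prediction for exchanged group labels was MAPT called higher in control. Its log2 fold change of -0.33 (adjusted p = 0.239 in edgeR) has that direction without the call. This prediction too takes reads of the transfected sequence to raise MAPT, so a missing call does not exclude an exchange. MAPT has that call with the GC trend removed, chosen after seeing the data (-0.55, adjusted p = 0.0985 in edgeR). The paper's immunoblot of Tau and its qPCR bars for 5 genes, read by eye, run the way the labels say. In the methods for the transcriptomic experiments, cells were collected after differentiation for both immunoblot and RNA. A blot of cells cannot show which library holds which RNA, so it does not test an exchange of library labels. The methods do not say that the blotted and sequenced samples, or those of the qPCR, are the same cultures, so this stays open too.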
